# Genome-wide RNA-binding analysis of the trypanosome U1 snRNP proteins U1C and U1-70K reveals *cis*/*trans*-spliceosomal network

**DOI:** 10.1093/nar/gku286

**Published:** 2014-04-19

**Authors:** Christian Preußer, Oliver Rossbach, Lee-Hsueh Hung, Dan Li, Albrecht Bindereif

## Abstract

*Trans-*splicing in trypanosomes adds a 39-nucleotide mini-exon from the spliced leader (SL) RNA to the 5′ end of each protein-coding sequence. On the other hand, *cis-*splicing of the few intron-containing genes requires the U1 small nuclear ribonucleoprotein (snRNP) particle. To search for potential new functions of the U1 snRNP in *Trypanosoma brucei*, we applied genome-wide individual-nucleotide resolution crosslinking-immunoprecipitation (iCLIP), focusing on the U1 snRNP-specific proteins U1C and U1-70K. Surprisingly, U1C and U1-70K interact not only with the U1, but also with U6 and SL RNAs. In addition, mapping of crosslinks to the *cis*-spliced *PAP* [poly(A) polymerase] pre-mRNA indicate an active role of these proteins in 5′ splice site recognition. In sum, our results demonstrate that the iCLIP approach provides insight into stable and transient RNA–protein contacts within the spliceosomal network. We propose that the U1 snRNP may represent an evolutionary link between the *cis-* and *trans*-splicing machineries, playing a dual role in 5′ splice site recognition on the *trans*-spliceosomal SL RNP as well as on pre-mRNA *cis*-introns.

## INTRODUCTION

Pre-mRNA splicing, an essential step between transcription and translation of most eukaryotic mRNAs, is catalyzed by a macromolecular complex termed the spliceosome. Consisting of small nuclear ribonucleoproteins (snRNPs) and other protein components, the spliceosome assembles in a stepwise manner on the precursor mRNAs. In *Trypanosoma brucei*, the expression of protein-coding genes, in particular the mRNA-processing stages, differs in several respects from other eukaryotes: protein-coding genes are organized in long polycistronic transcription units, and mRNA maturation requires coupled *trans-*splicing and polyadenylation steps. During *trans-*splicing, the spliced leader RNA (SL RNA), which is a constituent of the SL RNP, adds the 39-nucleotide mini-exon from its 5′ end to every protein-coding pre-mRNA, thereby generating SL-capped mRNAs. In addition to the SL RNP, the U2, U4/U6 and U5 snRNPs are essential *trans*-splicing factors (for review, see (1)).

As confirmed by recent genome-wide studies (2,3), only two genes with intronic sequences were identified in *T. brucei*, coding for *PAP* [poly(A) polymerase; Tb927.3.3160] and a putative, ATP-dependent DEAD/H RNA helicase (Tb927.8.1510). Both contain a single intron, which is removed by *cis-*splicing. Although these are likely the only two *cis*-introns in *T. brucei*, this explains the existence of a U1 snRNP in trypanosomes: *cis*-splicing requires the recognition of the 5′ splice sites through base-pairing between the U1 snRNA and the 5′ splice site on the pre-mRNA (4). The trypanosome U1 snRNP is unusual in several aspects: its three specific protein components, U1-70K, U1C and U1A, are only distantly related to their known counterparts from other eukaryotes; in addition, U1-24K was characterized as a trypanosomatid-specific U1 snRNP protein, which is stably integrated into the U1 snRNP by protein–protein interactions (5,6). Interestingly, the trypanosome U1 snRNA with 75 nucleotides represents one of the smallest known snRNAs, and lacks a stem-loop II element, which in other orthologs contains the well-characterized U1A binding site.

Does the U1 snRNP function in trypanosomes only in *cis*-splicing of two introns, or are there additional functions beyond splicing? In other systems, in particular the mammalian system, there are several lines of evidence for splicing-independent roles of the U1 snRNP and its protein components, which seem plausible based on the relatively high abundance of the U1 snRNP:

First, the U1 snRNP was found to be recruited to intronless genes (7). Second, the U1-specific protein U1A inhibits polyadenylation of its own and other pre-mRNAs by interacting with polyadenylation factors (8,9). Third, a genome-wide study demonstrated that the U1 snRNP can protect pre-mRNAs from premature cleavage and polyadenylation by binding to cryptic 5′ splice sites (10,11). Fourth, the U1 snRNP-specific protein U1C plays a peculiar role beyond constitutive splicing. Specifically, the efficient assembly of the U1 snRNP on the 5′ splice site requires U1C, by stabilizing base-pairing between the 5′ end of the U1 snRNA and the 5′ splice site region (12–16), a role that appears to be U1 snRNA-independent (17). Moreover, a recent global RNA-Seq study revealed a novel role of U1C during alternative splicing, primarily during 5′ splice site recognition (18).

In line with these studies, tandem-affinity purification of U1A in trypanosomes identified a large collection of co¬purifying factors, among them the polyadenylation factor CPSF73, suggesting a role of U1A in coupling 3′-processing and splicing (19).

Recently, four independent RNA-Seq analyses provided evidence that alternative *trans-*splicing and polyadenylation are more common in trypanosomes than previously thought, raising the question how these mRNA-processing steps in trypanosomes are regulated (3,20–22).

To obtain more insight into known and novel regulatory functions of the U1 snRNP in trypanosomes, we have adapted the individual-nucleotide resolution crosslinking-immunoprecipitation (iCLIP) approach (23), combined with deep-sequencing, to the trypanosome system. Genome-wide mapping of the crosslinks generated a comprehensive map of U1C- and U1-70K RNA-interaction sites: not only the U1 snRNA, but, surprisingly, also the SL RNA and the U6 snRNA are prominent targets of U1C and U1-70K. In addition, mapping of U1C crosslinks to the *cis*-spliced *PAP* pre-mRNA indicate an active role of these U1 snRNP proteins in 5′ splice site recognition. Taken together, our results demonstrate that the iCLIP approach allows insight into stable and transient RNA–protein contacts within the spliceosomal network. We propose that the U1 snRNP may represent an evolutionary link between the *cis*- and *trans*-splicing machineries, playing a dual role in 5′ splice site recognition on the SL RNP as well as on pre-mRNA *cis*-introns.

## MATERIALS AND METHODS

### Cell culture and extract preparation

For the generation of cell lines expressing PTP-tagged U1C and U1-70K, the pC-PTP-Neo vector including the ORF of TbU1-70K (nts 88–831) was used (24). For U1C, the ORF (nts 13–582) of *T*. *brucei* U1C was PCR-amplified and inserted in-frame into the pC-PTP-NEO vector upstream of the PTP tag sequence, using ApaI and NotI restriction sites. For genomic integration, 10 μg of linearized pC-PTP-constructs were transfected into procyclic *T*. *brucei* 427 and cloned by limiting dilution in the presence of G418 (40 μg/ml Geneticin; Gibco-BRL).

Cell culture of *T. brucei* 427 and 29-13, was described previously (24,25). Cell lysates were prepared in extraction buffer (500 mM KCl, 20 mM Tris–Cl, pH 7.7, 3 mM MgCl_2_, 0.5 mM DTT), containing a Complete Mini, EDTA-free protease inhibitor cocktail tablet (Roche), using a Dounce homogenizer followed by sonication. Cell lysates were supplemented with 0.1% Tween-20, and centrifuged twice at 14 000 rpm for 15 min to remove aggregates.

For starvation experiments, cells (logarithmic phase) were collected, washed twice in phosphate-buffered saline (PBS), resuspended in the original volume of PBS, incubated at 27°C for 90 min, and then returned to pre-warmed SDM-79 and incubated at 27°C.

### Immunofluorescence

The cellular distribution of U1C-PTP by indirect immunofluorescence was analyzed as described (26).

### iCLIP-Seq

Three (U1C-PTP) and two (U1-70K) biological replicates of iCLIP experiments were performed for each of the stable cell lines. *Trypanosoma brucei* 427 wild-type (WT) cells served as a negative control in each replicate. The iCLIP procedure was performed as described by König *et al.* (23), with minor modifications (see below), and combined with tandem-affinity purification (24). 5 × 10^8^ procylic *T. brucei* cells were irradiated with UV-C light (3 × 300 mJ/cm^2^). Lysates were prepared in 4 ml extraction buffer (500 mM KCl, 20 mM Tris–Cl, pH 7.7, 3 mM MgCl_2_, 0.5 mM DTT) using a Dounce homogenizer (25 strokes with a type B pestle) followed by sonication. Extracts were cleared by centrifugation at 14 000 rpm for 30 min and subsequently, 1 ml of cleared extract was subjected to combined DNase treatment (TURBO™ DNase, Ambion, at a final concentration of 4 U/ml), and limited RNase digestion (RNase I, Ambion, at a final concentration of 0.01 U/ml), for 3 min at 37°C. Lysates were centrifuged at 14 000 rpm for 30 min to remove aggregates. The iCLIP library preparation steps were exactly performed as described by König *et al.* (23), except of the tandem-affinity purification steps. In brief, U1C- or U1-70K RNA–protein complexes were purified by applying the first step of tandem-affinity purification (IgG Sepharose 6 Fast Flow, GE Healthcare), followed by phosphatase treatment, ligation of an RNA adapter at the 3′ ends of the RNA tags (T4 RNA ligase; Thermo Scientific) and radiolabeling using polynucleotide kinase treatment to allow visualization of covalent RNA–protein complexes. By *tobacco-etch-virus* (TEV) protease bound material was released from the beads, followed by the second affinity step (anti-protein C immunoaffinity purification). Purified RNA–protein complexes were subjected to sodium dodecyl sulfate-polyacrylamide gel electrophoresis (SDS-PAGE), followed by electro-blotting. Complexes were then recovered by proteinase K treatment. cDNA was generated by reverse transcription (Superscript III; Life Technologies), using oligonucleotides, which introduce a 5′-barcode as well as a BamHI restriction site. cDNAs obtained were size-fractionated by denaturing polyacrylamide gel electrophoresis, circularized (Circligase II, Epicentre), annealed to an oligonucleotide complementary to the BamHI restriction site, and cut between the two adapter regions by BamHI. Linearized molecules were then PCR amplified (27–32 cycles), using primers with sequencing adapters.

U1C iCLIP libraries were sequenced either on an Illumina GAIIx (U1C_1, U1C_2; 105-bp single-end reads) and or on an Ion Torrent PGM (U1C_3; single-end reads with diverse lengths); U1-70K iCLIP libraries were sequenced on the Illumina MiSeq (U1-70K_1, U1-70K_2; 50-bp single-end reads).

The sample- and random-barcode sequences were removed from the 5′ end, followed by linker sequence trimming at the 3′ end. Trimmed sequence reads with a minimum length of 15 bp were aligned to the *T. brucei* 427 genomic sequence (Tbrucei427Genomic_TriTrypDB-4.2.fasta; see http://tritrypdb.org). The gene annotation file (Tbrucei427_TriTrypDB-3.3.gff; see http://tritrypdb.org) was used for functional analysis. Reads mapped to tRNAs and rRNAs were excluded, and only uniquely mapped reads were selected as iCLIP tags for crosslink-site analysis (for details, see (23)). The raw data containing all sequence reads as well as the processed data containing all barcode-filtered tag counts of crosslink sites in the Tb427 genome and in SL, U1 and U6 RNAs were deposited (NCBI GEO database: GSE43848).

### RNA interference (RNAi) silencing of U1C expression and real-time RT-PCR

The RNAi construct pLEW100-U1C was made, using the stem-loop vector pLEW100 according to an established cloning strategy (27). The resulting construct was linearized with SacII, and 10 μg were transfected into *T. brucei* 29-13 cells by electroporation. Transformants were cloned by limiting dilution in the presence of G418 (15 μg/ml), hygromycin (50 μg/ml) and phleomycin (2.5 μg/ml). RNAi was induced by the addition of 1 μg/ml of doxycycline. Cells were counted every day and diluted to 2 × 10^6^ cells/ml. Semiquantitative as well as quantitative real-time RT-PCR were performed as described (26).

### RNA analysis

RNA extraction, northern blot analysis and silver staining were performed as described (26). For protein–RNA crosslinking, formaldehyde (at a final concentration of 1%) was added to 5 × 10^7^ cells in 20 ml SDM-79 medium, incubated for 20 min, and fixation was quenched by the addition of glycine (125 mM) for 5 min, while rotating at room temperature. Cells were washed in 1× PBS, followed by extract preparation as described above. For pulldown assays via PTP tag, cell extracts were incubated at 4°C with 25 μl packed IgG Sepharose 6 Fast Flow beads (Invitrogen), equilibrated in IPP-150 buffer (150 mM KCl, 20 mM Tris–Cl, pH 7.7, 3 mM MgCl_2_, 0.5 mM DTT, 0.1% Tween-20). After washing with the same buffer (or with IPP-500, which contains 500 mM KCl), coselected RNAs were released by proteinase K buffer treatment and analyzed by RT-PCR. Amplification products were analyzed by agarose gel electrophoresis.

### Antibodies and immunoprecipitation analysis

The open reading frame of *T. brucei* U1C was PCR amplified from genomic DNA and cloned into pGEX-6P-2. Recombinant proteins were expressed with an N-terminal glutathione *S-*transferase (GST) tag in *Escherichia coli* BL21(DE3)pLys and purified by glutathione affinity chromatography on an ÄKTApurifier high-pressure liquid chromatography system (GE Healthcare). Purified proteins were then used to immunize rabbits (SeqLab, Germany). The resulting immune sera were depleted of GST-reactive antibodies with immobilized GST and affinity-purified, using recombinant expressed GST-U1C. Anti-TbU1-70K antibodies were described previously (5), and immunoprecipitations were performed according to Jaé *et al.* (28).

## RESULTS

### Nuclear localization of *T. brucei* U1C

To investigate cellular localization and genome-wide RNA binding of the *T. brucei* U1C protein, we first generated a clonal procyclic cell line, which stably expresses U1C with a C-terminal PTP tag, consisting of two protein A epitopes, a TEV-cleavage site and a protein C epitope (24). U1C expression was monitored by western blot analysis, and the cellular distribution of U1C was characterized by indirect immunofluorescence (Figure 1). U1C-PTP predominantly localizes to the nucleus, with only minor staining of the cytoplasm (Figure 1B), consistent with other spliceosomal components in *T. brucei* (e.g. see (26,29)).

**Figure 1.**
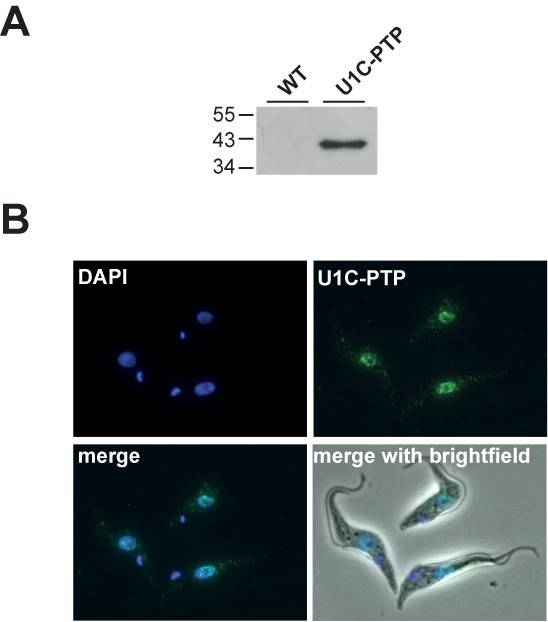
Expression and nuclear localization of *Trypanosoma brucei* U1C-PTP. (**A**) Expression of U1C-PTP was controlled by western blotting with polyclonal antibodies against the protein A epitope of the PTP tag, comparing wild-type (WT) and U1C-PTP expressing cells (U1C-PTP). Protein size markers in kDa. (**B**) *T. brucei* cells stably expressing U1C-PTP were fixed and stained with DAPI (DAPI). In parallel, PTP-tagged U1C was detected by anti-protein A primary antibody and Alexa-Fluor-488-coupled secondary antibody (U1C-PTP). In addition, merged views are shown (‘merge’: DAPI and U1C-PTP staining; ‘merge with brightfield’).

### *In vivo* RNA-crosslink sites of U1C and U1-70K reveal a potential physical link between *cis*- and *trans*-spliceosomal components

To search for potential new functions of the trypanosome U1 snRNP, we next identified RNA interactions of the U1C protein: we adapted iCLIP in combination with deep-sequencing [iCLIP-Seq; (23)] to the trypanosome system (Figure 2A). For comparison, iCLIP-Seq was performed in parallel with U1-70K, another U1 snRNP-specific protein component. 

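Individual-nucleotide resolution crosslinking and immunoprecipitation (iCLIP) marks the place where a protein touched an RNA, because the cDNA made from the crosslinked fragment ends next to the crosslinked nucleotide. Procyclic cells, the insect stage of the parasite, expressed U1C or U1-70K with a PTP tag, which carries protein A and protein C epitopes for the tandem purification. The cells were irradiated 3 times with 300 mJ/cm2 of UV-C light, and the lysate was treated with RNase I at 0.01 U/ml for 3 min. The data cover 3 experiments for U1C, named U1C_1 to U1C_3, and 2 for U1-70K, named U1-70K_1 and U1-70K_2. U1C_1 and U1C_2 were read on an Illumina GAIIx with 105 bp, U1C_3 on an Ion Torrent PGM, and both U1-70K libraries on an Illumina MiSeq with 50 bp, so that the protein and the sequencing platform cannot be told apart. The wild-type control cells were not analysed here. The authors removed the barcodes, kept reads of at least 15 nt, aligned them to the Tb427 genome and separately to the SL RNA, left out tRNA and rRNA reads, and deposited barcode-filtered tag counts per crosslink site. The aligner is not given in the sources used here. On the genome, including the U1 and U6 snRNAs, these tables held 38890, 40659 and 37904 tags for U1C_1, U1C_2 and U1C_3, and 25079 and 17757 tags for U1-70K_1 and U1-70K_2. Counts per nucleotide were taken as deposited. Profiles were compared nucleotide by nucleotide with edgeR's quasi-likelihood test on the tags of 1 RNA, with TMM factors, for nucleotides with at least 10 tags over the 5 libraries. Shares of tags in a window were compared with a two-sided exact permutation test. With 3 libraries against 2 this test has 10 arrangements and cannot give a p below 0.1. Confidence intervals on shares cover counting error only.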

We made use of the highly efficient, two-step affinity purification of RNA–protein complexes, based on a PTP-tagged, stably expressed protein. Briefly, after UV-mediated *in vivo* crosslinking (Figure 2A), cell lysis, limited RNase digestion and the first step of the tandem-affinity purification (steps #1–3), we performed the subsequent steps of the iCLIP procedure on beads, including phosphatase treatment, 3′-RNA linker ligation and polynucleotide kinase treatment (steps #4–6). Next, we used TEV protease to release bound material from the beads (step #7) and applied the second step of the tandem-affinity procedure, anti-protein C immunoaffinity purification (step #8). Purified RNA–protein complexes were subjected to SDS-PAGE, followed by electro-blotting (step #9). Complexes were then eluted by proteinase K treatment (step #10). After reverse transcription (RT) and cDNA size selection (steps #11–12), cDNAs were circularized and BamHI-linearized, followed by PCR addition of sequencing adapters (steps #13–14) and sequencing (step #15).

**Figure 2.**
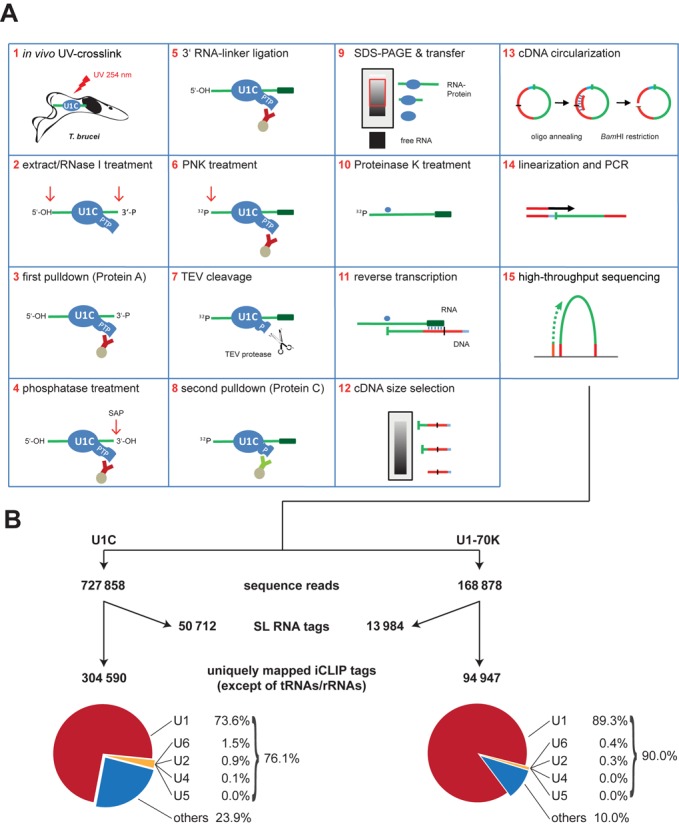
Genome-wide mapping of U1C and U1-70K RNA–protein interactions in trypanosomes by iCLIP-Seq: strategy and statistics. (**A**) Schematic overview of the iCLIP-Seq approach, as adapted for *Trypanosoma brucei* cell lines stably expressing PTP-tagged RNA-binding proteins (here: U1C). For a detailed description, see ‘Results’ section. (**B**) Summary of distribution of U1C and U1-70K iCLIP tags. The numbers of sequence reads, of uniquely mapped reads for the Tb427 genome and of the separately aligned SL RNA tags represent the sum of three (U1C) or two (U1-70K) biological replicates (for the numbers of the individual experiments, see Supplementary Figure S1). The pie charts show the distribution of uniquely mapped reads in snRNAs (U1, U2, U4, U5 and U6) and genomic regions other than snRNA and SL RNA loci (‘others’).

Five independent iCLIP experiments, three for U1C and two for U1-70K, were performed and sequenced by Illumina GAIIx, Illumina MiSeq and Ion Torrent PGM [see Figure 2B for a summary of the three U1C (left) and the two U1-70K experiments (right); for separate analyses of each individual experiment, see Supplementary Figure S1]. This yielded a total of ∼1.4 million single-end sequence reads. Following barcode removal and 3′ linker trimming, ∼900 000 sequence reads (∼728 000 for U1C, ∼169 000 for U1-70K) with a minimum length of 15 bp were aligned to the Tb427 genome. Uniquely mapped sequence reads, excluding those mapped to tRNAs and rRNAs were selected as iCLIP tags for downstream analysis (for details, see ‘Materials and Methods’ section). Due to the multi-copy array of the SL RNA locus, the sequence reads were aligned separately to the 139-nucleotide SL RNA sequence to determine the iCLIP tags on this RNA.

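In the deposited tables, which hold tags after the random-barcode filter, the 3 U1C libraries sum to 117453 tags on the genome with the U1 and U6 snRNAs included, and the 2 U1-70K libraries to 42836. Of these, 23669 tags for U1C and 6344 for U1-70K lie outside the U1 and U6 snRNAs, on 22455 listed positions of 11 chromosome sequences. Most of these positions were hit by a single tag. In each library, between 88.4% (U1C_3) and 95.9% (U1-70K_2) of the positions with a tag outside U1 and U6 had exactly 1, so a single position away from the snRNAs seldom carries enough tags for a comparison between the proteins.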

In summary, ∼305 000 tags for U1C and ∼95 000 tags for U1-70K were selected to identify the RNA-binding sites for the two U1 snRNP proteins on a genome-wide level. In addition, there were ∼51 000 U1C and ∼14 000 U1-70K tags on the SL RNA.

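After the barcode filter, the SL RNA table sums to 34139 tags for U1C and 9855 for U1-70K. The libraries held 10198 (U1C_1), 17650 (U1C_2), 6291 (U1C_3), 4388 (U1-70K_1) and 5467 (U1-70K_2) tags on the 122 listed nucleotides of the SL RNA. Nucleotide 43 is the only one between 1 and 123 that the table does not list, and it was left out of all totals.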

In each of these five experiments, crosslink sites were most abundant in the U1 snRNA, representing 74% (U1C) and 89% (U1-70K) of the total uniquely mapped tags. 

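Of the barcode-filtered tags on the genome, the U1 snRNA held 77.0% ± 11.5 for U1C (SD, n = 3) and 84.2% ± 1.97 for U1-70K (SD, n = 2). The libraries gave 88.0%, 78.0% and 65.1% for U1C_1, U1C_2 and U1C_3, and 85.6% and 82.8% for U1-70K_1 and U1-70K_2. The 95% exact binomial intervals are narrow, for example 64.6% to 65.6% for U1C_3, so the spread between the U1C libraries is not counting error. Because U1C_1 lies above and U1C_2 and U1C_3 lie below both U1-70K libraries, the difference of 7.19 percentage points between the proteins is smaller than the SD of the U1C libraries (exact permutation test, two-sided, p = 0.6). Counting each crosslinked position once in place of its tags moved the shares most, to 1.19% for U1C and 2.08% for U1-70K, since the U1 snRNA offers only 60 positions. In each of the 5 libraries, the U1 snRNA held more tags than the SL RNA, the U6 snRNA and any locus elsewhere in the genome.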

To examine the crosslink-site profile on a single-nucleotide resolution, random-barcode-filtered tag counts were plotted on the Y-axis for each U1 snRNA nucleotide position (X-axis). Figure 3A shows the U1 snRNA profile derived from the sum of three U1C and two U1-70K iCLIP experiments. 

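The profile of each library was expressed as the share of its U1 snRNA tags on each of the 60 nucleotides. Across nucleotides, Pearson's r between the U1C libraries was 0.692, 0.825 and 0.890 for the 3 pairs, and it was 0.922 between the 2 U1-70K libraries. For the 6 pairs made of a U1C and a U1-70K library, r lay between 0.784 and 0.901, with a median of 0.850. Spearman's rho was 0.709, 0.756 and 0.833 for the U1C pairs, 0.944 for the U1-70K pair and between 0.775 and 0.845 across the proteins. The U1-70K libraries were thus more alike than any pair across the proteins by both measures, whereas the U1C libraries were not. The lowest r was that of U1C_2 and U1C_3, a pair that had the highest rho within U1C, and the lowest rho was that of U1C_1 and U1C_2. A local difference stands at the 3′ end, where U1C_2 had 9 tags on nucleotides 54 to 60, against 2934 for U1C_1, 348 for U1C_3, 589 for U1-70K_1 and 317 for U1-70K_2.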

Supplementary Figure S2 shows the profiles for the individual replicate experiments, indicating that the iCLIP tag profiles for the U1 snRNA are highly reproducible.

**Figure 3.**
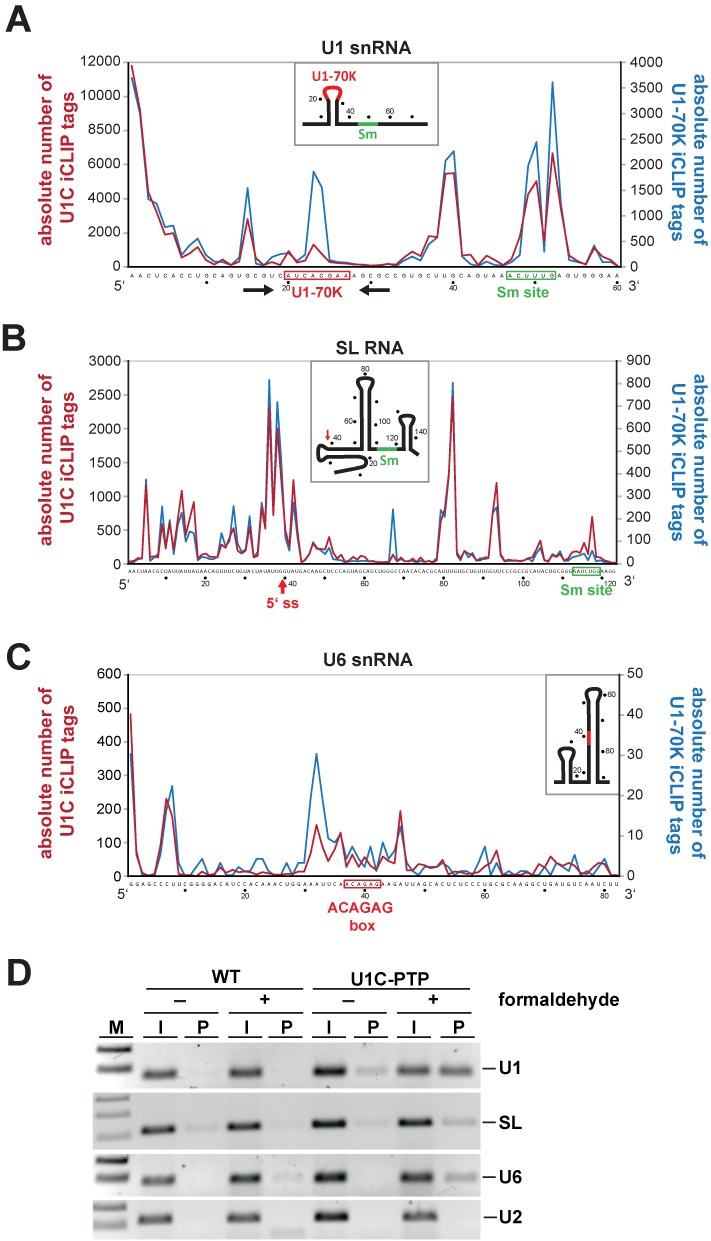
Crosslink site profiles of *Trypanosoma brucei* U1C and U1-70K on the U1, SL and U6 snRNAs. (A–C) The numbers of random-barcode-filtered iCLIP tag counts for U1C (red line) and U1-70K (blue line) iCLIP tags (crosslink sites) on the U1, SL and U6 snRNAs are plotted in single-nucleotide resolution. Only truncated versions of the entire RNA sequences without the last 15 nucleotides are shown (U1 snRNA: nucleotides 1–60; SL RNA: 1–123; U6 snRNA: 1–82), since for technical reasons iCLIP tags further 3′ cannot be mapped. Schematic models of the secondary structures are depicted for each RNA. (**A**) iCLIP profiles on the U1 snRNA. The U1-70K (red) and the Sm binding sites (green) are boxed, the stem-loop structure is indicated by arrows. (**B**) iCLIP profiles on the SL RNA. The 5′ splice site (5′ss; after position 39) is highlighted by a red arrow, the Sm site boxed in green. (**C**) iCLIP profiles on the U6 snRNA. The highly conserved ACAGAG hexanucleotide, which interacts with the 5′ splice site, is boxed in red. (**D**) Validations of U1C iCLIP tags for the U1, SL and U6 snRNAs. Cell extracts were prepared from *T. brucei* wild-type (WT) cells and a cell line stably expressing PTP-tagged U1C, without (−) and with (+) prior crosslinking by formaldehyde. Extracts were subjected to IgG pulldown of PTP-tagged complexes, followed by crosslink reversal. Copurifying U1, SL and U6 snRNAs (as indicated on the right) were detected by RT-PCR (lanes P). For comparison, 1% of the total input is shown (lanes I). M, markers (100 and 200 bp; for panel SL: 100, 200 and 300 bp).

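Nucleotides 1 to 9 of the U1 snRNA held 38.7% ± 4.28 of its U1C tags (SD, n = 3), with 37.0%, 35.6% and 43.6% in U1C_1, U1C_2 and U1C_3. An even spread over the 60 nucleotides would give 15%, so the region was 2.58 times as dense. For U1-70K the share was 33.6% ± 4.28 (SD, n = 2), with 30.5% and 36.6% in the 2 libraries, 2.24 times the even spread. The shares of the proteins overlap, with a difference of -5.17 percentage points for U1-70K relative to U1C (exact permutation test, two-sided, p = 0.4). The first nucleotide alone took 13.4% ± 6.91 of the U1C tags (SD, n = 3) and 10.3% ± 1.71 of the U1-70K tags (SD, n = 2). When it is left out, nucleotides 2 to 9 still held between 23.6% and 31.2% of the remaining tags in the 5 libraries, against 13.6% for an even spread.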

For U1C, ∼40% of the crosslink sites map in the 5′ terminal region (nucleotides 1–9; Figure 3A), consistent with the known binding site of U1C (5). 

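Summed over the 3 U1C libraries, the nucleotides of the U1 snRNA with the most tags were 1, 2, 52, 40 and 39, with 11689, 9132, 6622, 5460 and 5423 tags. Downstream of the 5′ terminal region, nucleotide 15 held 3.09% ± 0.913 of the U1C tags (SD, n = 3), nucleotide 39 held 6.29% ± 2.98, and nucleotide 40 held 6.17% ± 1.95. Nucleotide 50 held 5.30% ± 2.17. Its neighbour, nucleotide 49, was higher in U1C_1 (2087 against 1974 tags) and U1C_3 (1372 against 722), and lower in U1C_2 (777 against 2283). At the most 3′ of the peaks, nucleotide 52 held 7.07% ± 2.25 and nucleotide 53 held 3.59% ± 1.41, and nucleotide 52 was the higher of these neighbours in each of the 3 libraries.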

The remaining sites distributed throughout the U1 snRNA sequence, with four peaks at positions 15, 39/40, 50 and 53. 

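Across the 60 nucleotides of the U1 snRNA, the mean U1C and U1-70K profiles had a Pearson's r of 0.923 and a Spearman's rho of 0.875. Among all circular shifts of one profile along the RNA, the unshifted one gave the highest value for both (exact p = 0.0167, the smallest that 60 shifts allow). The same test on the SL and U6 RNAs makes a family of 3, and the adjusted p is 0.0167 for each. Nucleotides are not independent replicates, so these values describe the shape of the profiles. Nucleotides 23 and 24 together held 9.92% ± 4.43 of the U1-70K tags (SD, n = 2) and 2.33% ± 0.507 of the U1C tags (SD, n = 3). Both U1-70K libraries, with 6.79% and 13.0%, lay above all U1C libraries, which reached at most 2.68% (exact permutation test, two-sided, p = 0.1, the smallest possible). The paper picked these 2 nucleotides from the same tags, so the separation is not independent evidence, although they lie in a binding site it reports from earlier work. Per nucleotide, the log2 fold change of U1-70K over U1C was 1.87 (standard error 0.56) at nucleotide 23 and 2.51 (standard error 0.53) at nucleotide 24, with adjusted p-values of 0.238 and 0.0904 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. None of the 60 nucleotides passed an adjusted p of 0.05 in this fit, and 6 had an unadjusted p under 0.05, whereas DESeq2 called 3, nucleotides 19 and 24 as higher and nucleotide 42 as lower in U1-70K. Without U1C_2, edgeR also called 3, nucleotides 19, 23 and 24. Nucleotides 19 and 42 are singled out here after their values were seen. Nucleotide 19 showed as large a log2 fold change as nucleotide 24, 2.60 (standard error 0.52, edgeR adjusted p = 0.0904), from 255 U1-70K and 115 U1C tags, and its adjusted p was 0.000109 in DESeq2, against 0.000516 for nucleotide 24. At nucleotide 42 the log2 fold change was -2.29 (standard error 0.57, edgeR adjusted p = 0.138), from 56 U1-70K and 728 U1C tags, with an adjusted p of 0.00119 in DESeq2.

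**Figure D1:**
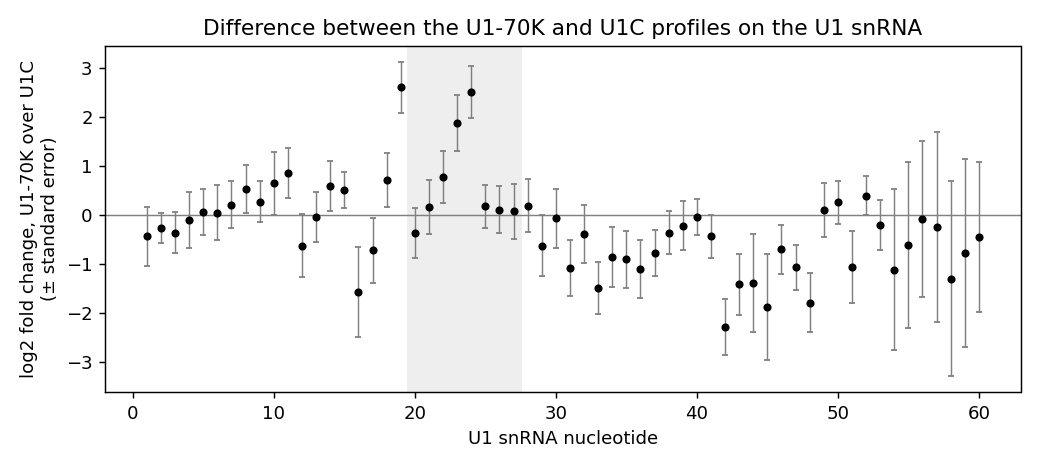
Log2 fold change of U1-70K over U1C at each nucleotide of the U1 snRNA, from edgeR's fit of 2 U1-70K and 3 U1C libraries. Points are estimates, bars are ± 1 standard error, and the shaded band covers nucleotides 20 to 27; nucleotides 19, 23 and 24 stand highest.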

Surprisingly, the crosslink profiles for U1C and U1-70K closely resemble each other, except for a U1-70K-specific peak at positions 23/24 (Figure 3A). This is exactly in the central loop of U1 snRNA, which contains the highly conserved U1-70K binding site AUCACGAA (nucleotides 20–27), confirming our earlier *in vitro* binding data (5). To investigate whether the three downstream peaks reflect additional interactions of U1C/U1-70K within the U1 snRNA or crosslink sites of the other U1 snRNA-associated proteins, we performed an additional control: limited RNase digestions indicated that the U1 snRNA stayed largely intact at the RNase concentrations applied during iCLIP, whereas other snRNAs were already partially degraded (data not shown); this suggests that the *T. brucei* U1 snRNP with its unusually short U1 snRNA (75 nucleotides) is highly compact and relatively stable to RNase digestion (see also ‘Discussion’ section).

There is also a surprisingly high number of crosslinks in the SL RNA: about 50 000 for U1C and ∼14 000 for U1-70K (Figure 2B). 

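Relative to all tags in the deposited tables, SL RNA tags made up 21.8% ± 8.06 for U1C (SD, n = 3) and 19.2% ± 6.12 for U1-70K (SD, n = 2). The libraries ranged from 14.2% (U1C_3) to 30.3% (U1C_2), and both U1-70K libraries, with 14.9% and 23.5%, fell within that range. In every library the SL RNA held more tags than the U6 snRNA and fewer than the U1 snRNA.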

As seen for the U1 snRNA, the crosslink site profiles of U1C and U1-70K on the SL RNA revealed a very similar distribution (Figure 3B), in particular around the 5′ splice site (triple peak at positions 36–43), suggesting the entire U1 snRNP engages in the recognition or activation of the SL RNA 5′ splice site. 

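On the SL RNA, the mean profiles of U1C and U1-70K had a Pearson's r of 0.944 and a Spearman's rho of 0.927 across 122 nucleotides (circular shifts, exact p = 0.00820, the smallest they allow). Nucleotides 36 to 43, of which nucleotide 43 is not listed in the table, held 19.3% ± 2.64 of the U1C tags (SD, n = 3) and 19.4% ± 3.87 of the U1-70K tags (SD, n = 2), which is 3.37 and 3.38 times an even spread. The numbering of the table is uncertain here, because nucleotide 43 is missing and the nucleotides before it may be numbered 1 too low. With the window moved 1 nt upstream, the shares were 26.5% and 27.6%. Between the proteins, no difference was detectable for nucleotides 36 to 43 (exact permutation test, two-sided, p = 0.9, where the smallest possible is 0.1). As the deposited table numbers them, the highest nucleotides of this region were 35, 37 and 41 for U1C, with 2307, 2003 and 1238 tags. For U1-70K, nucleotides 35, 37 and 38 were highest, with 820, 720 and 452 tags. From the shared profile at this site, the paper proposes that the entire U1 snRNP takes part in recognizing or activating the 5′ splice site of the SL RNA.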

There is a second, broad peak around the central loop of the SL RNA (nucleotides 79–82). However, some minor differences were also detected: U1-70K shows an additional peak at position 67, which is absent for U1C, indicating a U1-70K-specific contact with the SL RNA.

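Nucleotides 79 to 82 held 13.0% ± 7.07 of the U1C tags on the SL RNA (SD, n = 3) and 16.4% ± 3.24 of the U1-70K tags (SD, n = 2), against 3.28% for an even spread. The U1C libraries were far apart, with 12.6%, 20.2% and 6.06% in U1C_1, U1C_2 and U1C_3, and the difference between the proteins was within this spread (exact permutation test, two-sided, p = 0.6). Nucleotide 82 was the highest of the 4 for both proteins when tags were summed over libraries, with 2489 tags for U1C and 806 for U1-70K. Of the U1C tags on nucleotide 82, 1780 came from U1C_2.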

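Nucleotide 67 held 3.74% and 1.37% of the SL RNA tags in U1-70K_1 and U1-70K_2 (164 and 75 tags), and 0.147%, 0.572% and 0.0318% in U1C_1, U1C_2 and U1C_3 (15, 101 and 2 tags). The exact 95% intervals of the U1-70K libraries, 3.20% to 4.34% and 1.08% to 1.72%, do not reach that of U1C_2, 0.466% to 0.695%. The group means were 2.55% ± 1.67 (SD, n = 2) and 0.250% ± 0.285 (SD, n = 3), with no overlap between the proteins (exact permutation test, two-sided, p = 0.1, the smallest possible). The paper picked this nucleotide from the same tags, so the lack of overlap is not independent evidence for it. The log2 fold change of U1-70K over U1C was 3.33 (standard error 0.84, adjusted p = 0.0190 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and nucleotide 67 was the only 1 of the 116 tested to pass 0.05. The direction held in every leave-one-out fit, but the call was lost without U1C_1, without U1-70K_1 and without U1-70K_2, with edgeR adjusted p-values of 1.00, 0.992 and 0.999. Over all alternatives the adjusted p from edgeR or DESeq2 ran from 2.46e-05 (without U1C_2) to 1.00. In U1C_2, nucleotide 67 stood above its neighbours too, with 101 tags against 2 at nucleotide 66 and 16 at nucleotide 68. It also did so in U1C_1, with 15 tags against 1 and 2, whereas U1C_3 had only 2 tags there.

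**Figure D2:**
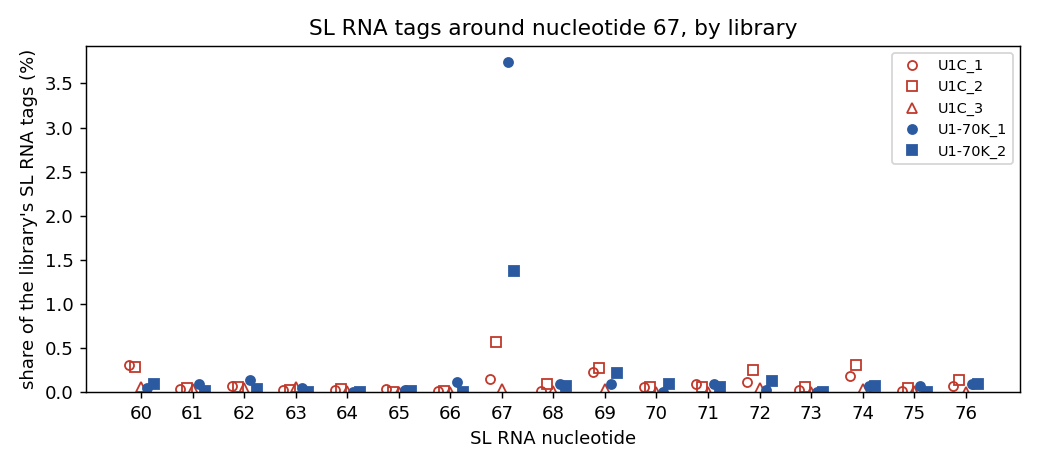
Share of each library's SL RNA tags on nucleotides 60 to 76, with open red symbols for the 3 U1C libraries and filled blue symbols for the 2 U1-70K libraries. At nucleotide 67 the U1-70K libraries lie at 3.74% and 1.37% and the U1C libraries at or below 0.572%.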

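The deposited tables held 3186 U1C tags and 316 U1-70K tags on nucleotides 1 to 82 of the U6 snRNA, which is 2.65% ± 2.66 (SD, n = 3) and 0.718% ± 0.163 (SD, n = 2) of the tags on the genome. The U1C libraries differed widely, with 880, 2230 and 76 tags in U1C_1, U1C_2 and U1C_3. To set these numbers against the rest of the genome, crosslink sites on the same strand were merged into loci when they lay within 50 nt. Summed over libraries, the locus with the most tags held 1009 for U1C and 207 for U1-70K, fewer than the U6 snRNA. In single libraries this order did not always hold. In U1C_3 the highest locus had 1008 tags against 76 on the U6 snRNA, and in U1-70K_2 it had 108 against 107.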

We also mapped iCLIP tags on the U6 snRNA, where—following the U1 and SL snRNAs—most crosslink tags had been found (Figures 2B and 3C). In addition to the 5′ terminal nucleotides, the two strongest peaks flank the highly conserved ACAGAG hexanucleotide of U6 snRNA (nucleotides 37–42), which interacts with the 5′ splice site during spliceosome assembly. 

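For U1C, the U6 snRNA nucleotides with the most tags were 1, 7, 46, 8 and 32, with 481, 230, 194, 178 and 152 tags. Nucleotide 46 held 6.29% ± 1.89 of the U1C tags (SD, n = 3). Nucleotide 32 held 2.82% ± 2.87, with no tag among the 76 of U1C_3, which allows a share of up to 3.95% there. Across the 82 nucleotides, the mean profiles of the proteins had a Pearson's r of 0.741 and a Spearman's rho of 0.651 (circular shifts, exact p = 0.0122, the smallest they allow), lower values than on the U1 and SL RNAs. Single libraries of the same protein also differed on this RNA. Their r was 0.753 for the U1-70K pair and 0.226 to 0.809 for the U1C pairs, against 0.248 to 0.807 between the proteins. The lower values thus cannot be read as a weaker likeness of the proteins on the U6 snRNA.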

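Nucleotides 30 to 34 of the U6 snRNA held 25.1% ± 1.09 of the U1-70K tags (SD, n = 2), 54 of 209 in U1-70K_1 and 26 of 107 in U1-70K_2. For U1C the share was 8.67% ± 5.23 (SD, n = 3), with 103 of 880, 260 of 2230 and 2 of 76 tags in U1C_1, U1C_2 and U1C_3. An even spread would give 6.10%. Both U1-70K libraries lay above all U1C libraries (exact permutation test, two-sided, p = 0.1, the smallest possible). The paper named the region around nucleotide 32 from the same tags, so this separation is not independent evidence for it. Within the window, nucleotides 31, 32 and 33 held 19, 30 and 19 of the 316 U1-70K tags, and nucleotide 1 also held 30. Taken one by one, none of the 56 tested nucleotides passed an adjusted p of 0.05 in edgeR's quasi-likelihood test, and 6 had an unadjusted p under 0.05. DESeq2 also called 0, with 0 at an unadjusted p under 0.05. At nucleotide 32 the log2 fold change of U1-70K over U1C was 1.16 (standard error 0.89, edgeR adjusted p = 0.868). At the observed depth and spread this test has little power, since on simulated U6 counts with an 8-fold change at 12 nucleotides it called 0 of them, against 8 when the dispersion was lowered to 0.05.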

Significantly, the U1-70K crosslink sites concentrate directly upstream of the ACAGAG box (around position 32). In contrast, only relatively few or no crosslinks could be mapped to the other spliceosomal snRNAs, U2, U4 and U5.

To validate these interactions, we used our procyclic *T. brucei* cell line, which stably expresses PTP-tagged U1C: RNA–protein and protein–protein complexes were formaldehyde-crosslinked *in vivo*, followed by lysate preparation and purification of U1C-containing RNPs, based on the first step of the tandem-affinity purification. After crosslink reversal and RT-PCR assays, signals for U1, SL and U6 snRNAs were detected, but not for U2 snRNA (Figure 3D), confirming specific associations between U1C protein and the U1, SL and U6 snRNAs. In sum, our genome-wide iCLIP data provide direct evidence for physical links between *cis*-splicing components (U1C; U1 snRNP) and the *trans*-splicing machinery (SL RNA).

### The 5′ splice site of *cis*-spliced *PAP* pre-mRNA is recognized by U1C and U1-70K

Because U1C is thought to be involved in 5′ splice site recognition, we next analyzed crosslink sites on the two *cis*-spliced pre-mRNAs, *PAP* (Tb927.3.3160) and an ATP-dependent DEAD Box helicase (Tb927.8.1510). The well-characterized *PAP* gene was described as the first protein-coding gene in *T. brucei* that contains an intron and requires processing of its primary transcript through *cis*-splicing (30). Clearly, both U1C and U1-70K binding sites cluster around the *PAP* 5′ splice site (positions −1 to +3) (Figure 4). 

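The PAP 5′ splice site was placed in the deposited genome table through the tag numbers that Fig. 4 prints, because no annotation of the Tb427 build was used here. All 7 numbers printed for positions −1 to +3 matched at 1 place, on the minus strand of chromosome 3, the chromosome in the gene's identifier, with the first intron nucleotide at 815923, and the next best place matched 4. Positions −1 to +3 held 10 of the 68 U1C tags counted from −500 to +950, a stretch that covers exon 1, the intron and the start of exon 2 as far as Fig. 4 shows them. They held 6 of the 20 U1-70K tags. An even spread would put 0.188 U1C tags and 0.0552 U1-70K tags there (exact binomial test, two-sided, p = 6.42e-15 and p = 1.65e-11). These values test tags, not replicates, and the window was chosen by the paper on the same tags, which also served to place the gene. The U1C tags came from all 3 libraries, with 5, 3 and 2 in U1C_1, U1C_2 and U1C_3, whereas 5 of the 6 U1-70K tags came from U1-70K_1 and 1 from U1-70K_2. With U1-70K_1 left out, that 1 tag remained. The share in this window, 14.7% for U1C and 30.0% for U1-70K, had exact 95% intervals of 7.28% to 25.4% and 11.9% to 54.3%, and with 20 U1-70K tags a difference between the proteins was not detectable (Fisher's exact test on tags, two-sided, p = 0.183).

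**Figure D3:**
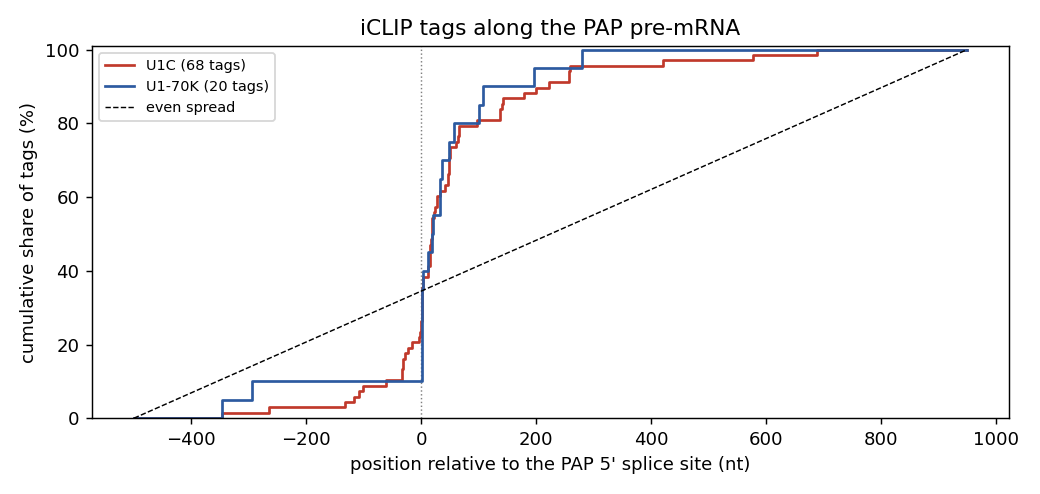
Cumulative share of the tags from −500 to +950 relative to the PAP 5′ splice site, for 68 U1C tags and 20 U1-70K tags summed over libraries, with a dashed line for an even spread. Both curves rise most steeply just at and downstream of the splice site, where positions −1 to +3 hold 10 and 6 tags.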

A second, U1C-specific cluster maps to a more downstream region (+15 to +19).

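Positions +15 to +19 held 9 U1C tags, 2 from U1C_1, 2 from U1C_2 and 5 from U1C_3, of which 4 lay at +19. An even spread would give 0.234 (exact binomial test, two-sided, p = 2.83e-12). The paper drew this window from the same tags, so the p-value is not independent evidence for it. Without U1C_3, 4 tags remained. U1-70K had 1 tag in the window, at +19 in U1-70K_1, and a further 1 at +20 (exact binomial test of the window, two-sided, p = 0.0668). As a share of the PAP tags, the window held 13.2% for U1C (exact 95% interval 6.23% to 23.6%) and 5.00% for U1-70K (0.127% to 24.9%). With 20 U1-70K tags in all, this difference was not detectable (Fisher's exact test on tags, two-sided, p = 0.444).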

**Figure 4.**
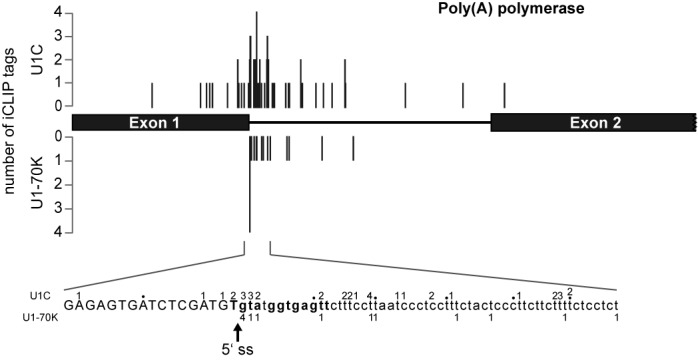
Crosslink site profiles of *Trypanosoma brucei* U1C and U1-70K on the poly(A) polymerase (*PAP*) pre-mRNA. The numbers of random-barcode-filtered iCLIP tags for U1C and U1-70K are plotted on the Y-axis with the corresponding crosslink sites. Shown are the exon–intron–exon region of the *PAP* pre-mRNA (top) and detailed information on the absolute number of CLIP tags at nucleotide resolution for the 5′ splice site region (bottom; U1C above, U1-70K below the sequence); the arrow marks the 5′ splice site (5′ ss).

For the second intron-containing gene, coding for an ATP-dependent DEAD Box helicase, only few U1C crosslink sites were identified, probably due to its lower expression levels. However, 5′ splice site interaction can be clearly seen for both U1 snRNP proteins (positions +11 and +22 relative to the 5′ splice site) (Supplementary Figure S6A).

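The helicase gene was placed through the spacing of the tags drawn in Supplementary Fig. S6A. Its scale was fitted at each of the 69 places where single U1C tags lie 11 nt apart. The 5 tags of the drawing not used for the search all matched, within 8 nt, at 1 of these places, on the plus strand of chromosome 8, the chromosome in the gene's identifier, with the first intron nucleotide at 492146. The next best place matched 4, so this placement is less certain than that of PAP. The window +1 to +30 held 2 U1C tags, 1 at +11 and 1 at +22, both from U1C_1, out of 6 U1C tags from −1000 to +1600. Because these tags were used to find the place, their presence in the window was fixed by the search, and no p-value is given. Without U1C_1 the window held 0 tags. U1-70K had 0 tags over the same stretch in both libraries. The nearest on this strand lay at −1209 and at +6534. A count of 0 allows up to 3 tags, so at this depth the data do not separate U1-70K from U1C here.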

In sum, we conclude that the 5′ splice site of both *cis*-spliced pre-mRNAs is contacted *in vivo* by both U1C and U1-70K proteins, and therefore most likely recognized by the entire U1 snRNP.

### U1C depletion decreases the efficiency of *cis*-splicing and becomes essential under stress conditions

To further evaluate the functional role of U1C during splicing, we silenced U1C expression by RNAi (Figure 5). Efficient knockdown was confirmed by RT-PCR detection of U1C mRNA, using 7SL as loading control; already after day 1, U1C mRNA levels decreased to half. We also performed qPCR using the same primer pairs and observed a knockdown efficiency of approximately 80% after 3 days (Figure 5A). In addition, we checked for efficient depletion of U1C protein by western blot: after 3 days of knockdown, U1C protein was almost undetectable (Figure 5B). To address the question whether U1C is required for cell viability, we depleted cells of U1C during a time period of 7 days. Surprisingly, no significant difference in growth between induced and uninduced cells could be observed, suggesting that U1C may not be essential for cell viability of procyclic *T. brucei* under the conditions used here (Figure 5C). To examine whether this might be different under certain stress conditions, we exposed U1C-depleted trypanosome cells to starvation stress and measured by their growth how they recovered (Figure 5D): cells, in which RNAi-knockdown of U1C had been induced, failed to recover from the starvation stress, whereas cells without nutrient starvation started to recover after 1 day.

**Figure 5.**
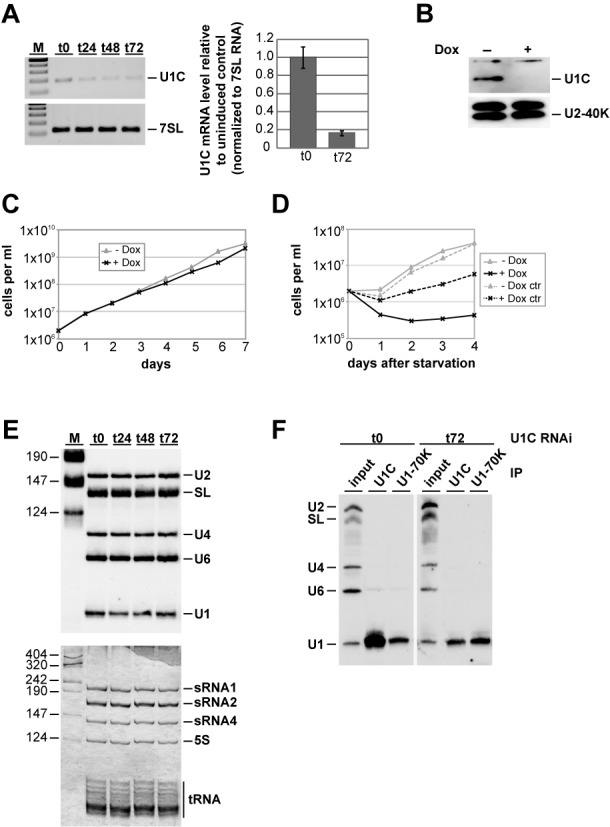
Effects of RNAi-mediated depletion of *Trypanosoma brucei* U1C on growth and U1 snRNP integrity. (A, B) RNAi-mediated knockdown of U1C expression. 24, 48 or 72 h after RNAi induction (as indicated), RNA was analyzed by semiquantitative RT-PCR (top) and real-time PCR (bottom). In addition, RNA from uninduced cells (t0) was included, and, as a control, 7SL RNA was measured from the same RNA samples (**A**). M, markers (100, 200, 300, 400 and 500 bp). In parallel, U1C protein was detected by immunoblotting with affinity-purified polyclonal antibodies, using U2-40K protein as a control (**B**). (**C**) Growth curve of a representative clonal procyclic *T. brucei* cell line, in which RNAi against the U1C mRNA was induced. Cells were grown for 7 days in the absence (−Dox; gray line with triangles) or in the presence of doxycyline (+Dox; black line with crosses), counted every day, and diluted back to 2 × 10^6^ cells/ml. (**D**) Recovery of procyclic cells with or without induction of U1C RNAi from starvation stress. Cells were grown for 1 day in the absence (−Dox) or in the presence of 1 mg/ml doxycycline (+Dox). As a control for growth effects of doxycycline, control cells (ctr) were grown for 1 day under the same conditions. 2 × 10^6^ cells/ml were collected, washed twice in phosphate-buffered saline (PBS), resuspended in the original volume of PBS, and incubated at 27°C for 2 h. After starvation stress, cells were harvested again, resuspended in the original volume SDM-79, and grown in the absence (−Dox; gray line with triangles) or in the presence of doxycyline (+Dox; black line with crosses). (**E**) U1C knockdown does not affect snRNA steady-state levels. From uninduced cells (t0) and 24, 48 and 72 h after silencing of U1C expression, equal amounts of RNA were analyzed by northern blot hybridization, using a mixed probe for U2, SL, U4, U6 and U1 snRNAs (top panel). As a loading control, equal amounts of RNAs were detected by silver staining (bottom panel). Positions of snRNAs, ribosomal RNAs and tRNAs are marked on the right. M, markers (in nucleotides). (**F**) Immunoprecipitation analysis of U1 snRNPs upon U1C knockdown. From uninduced cells (t0) and 72 h after U1C knockdown (t72), whole-cell extracts were prepared and subjected to immunoprecipitation (IP), using anti-U1C or U1-70K antibodies (as indicated). Copurifying RNAs were analyzed by northern blotting, using a mixed probe for U2, SL, U4, U6 and U1 snRNAs (positions indicated on the left). For comparison, 5% of each input is shown (lanes ‘input’).

Next, we asked whether the steady-state levels of the snRNAs are affected by the RNAi-mediated knockdown. U1C expression was silenced by RNAi for 72 h, and the steady-state levels of the SL, U1, U2, U4 and U6 snRNAs were analyzed by northern blot hybridization during this time period; as an input control, ribosomal RNAs were detected by silver staining (Figure 5E). Neither the U1 snRNA nor any of the other snRNAs were affected by U1C knockdown (Figure 5E). In addition, we checked for the integrity of the U1 snRNP, using anti-U1C or anti-U1-70K immunoprecipitation (Figure 5F). In uninduced cells, the efficiencies of U1 snRNA immunoprecipitation by anti-U1C and anti-U1-70K antibodies were ∼50 and ∼10%, respectively. Upon U1C knockdown for 72 h, anti-U1C immunoprecipitation efficiency decreased to approximately 5–10%, whereas the corresponding value for U1-70K remained unchanged. We conclude that U1C protein depletion did not affect snRNA steady-state levels nor U1 snRNP integrity.

To investigate whether U1C is essential for splicing *in vivo*, we analyzed *cis* splicing by semiquantitative RT-PCR, using various primer combinations to detect pre-mRNA and splicing products, and normalizing to U3 RNA expression (Figure 6). Upon U1C knockdown we observed *cis*-splicing defects for the *PAP* and the ATP-dependent DEAD Box helicase pre-mRNAs (Supplementary Figure S6B–D**)**: Specifically, *PAP* pre-mRNA accumulated (Figure 6B; lanes 1/2), whereas *cis*-spliced product clearly decreased upon U1C knockdown, indicating a block of *cis-*splicing (lanes 3/4), consistent with the effect on mature mRNA detected by an SL–exon 2 primer combination (mRNA; lanes 7/8, upper band). In contrast, no change in *trans*-splicing efficiency was detected for the same gene (*trans*-Ex1; lanes 5/6). Interestingly, if *cis*-splicing was inhibited by RNAi depletion of U1C, the exon 2 of the *PAP* pre-mRNA was subjected to *trans-*splicing more frequently than in uninduced cells (*trans*-Ex2; lanes 7/8, lower band).

**Figure 6.**
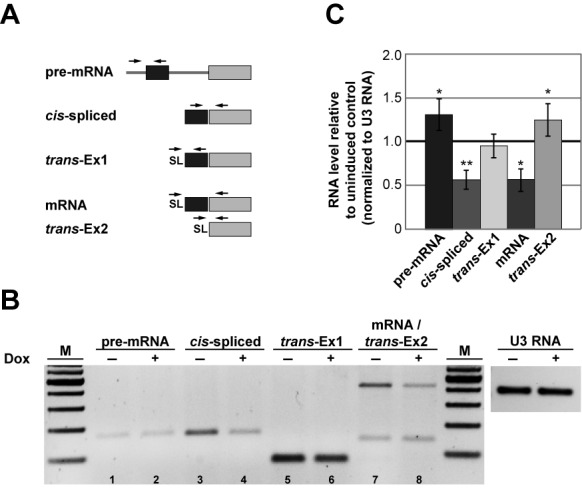
U1C depletion decreases the efficiency of *cis*-splicing. (**A**) Schematic overview of the primer combinations used to detect *PAP* [poly(A) polymerase, Tb927.3.3160] pre-mRNA and mRNA by combinations of exon-, intergenic-region, intron- or SL-specific primers. The same primer pairs detected both *cis*-spliced and *cis*-unspliced products, as well as *trans*-spliced mRNA (mRNA) and aberrant *trans-*splicing at exon 2 (*trans*-Ex2). (**B**) Inhibition of *cis*-splicing by U1C knockdown. Total RNA from uninduced (−) and induced (+) cells after 72 h were analyzed by semiquantitative RT-PCR, using the primer combinations described in panel (A). As a control, U3 RNA was measured from the same RNA samples. M, markers (100, 200, 300, 400, 500, 600 and 700 bp). (**C**) Quantification of RT-PCR reactions shown in panel (B). Error bars represent standard deviations from three independent experiments. *P < 0.05 and **P < 0.01 versus uninduced control.

As an alternative way of inhibiting the activity of the U1 snRNP, we also used an antisense morpholino oligonucleotide (AMO) that specifically blocks the 5′ end of the U1 snRNA, as shown by its ability to specifically select U1 snRNA in total RNA (Supplementary Figure S3A). Following transfection of *T. brucei* cells with the U1-specific versus a control AMO, we analyzed after a 6-h incubation splicing of the *PAP* gene by RT-PCR, using different primer combinations (Supplementary Figures S3B–D). Upon AMO inhibition of the U1 snRNP, we observed splicing defects comparable to those seen after U1C depletion by RNAi: in addition to pre-mRNA accumulation, an increase of unspliced product was detected (5′ unspliced and *cis* unspliced). In contrast to the RNAi effect, mature *cis*-spliced mRNA signals did not change significantly, probably due to the relatively short period of AMO incubation.

Taken together, it appears that surprisingly, RNAi-mediated depletion of U1C does not significantly affect parasite growth under normal conditions, nor does it alter the U1 snRNP integrity; we observe only moderate effects on *cis*-splicing, but no effect on normal SL *trans*-splicing. In contrast, recovery from starvation stress was clearly impeded by U1C depletion, indicating that *cis*-splicing becomes essential only under stress conditions.

## DISCUSSION

To analyze RNA–protein interaction in the trypanosome system on a genome-wide level, we adapted the iCLIP approach (23). The major change concerned the initial immunoprecipitation stage, where we made use of the highly efficient tandem-affinity purification technology, combined with *T. brucei* cell lines that stably express PTP-tagged proteins of interest. In our experience such an initial two-step, high-affinity purification greatly helps to generate CLIP libraries with very low background, compared with standard, single-step immunoprecipitations. However, one should also consider that the two-step affinity purification can result in relatively low yields and therefore correspondingly low quantities of final iCLIP tags, in particular for low-abundance proteins. Here, we analyzed U1C and U1-70K, two specific protein components of the U1 snRNP. Initially, we focused on the U1C protein, which, based on studies in other systems, is particularly important for the correct recognition of the 5′ splice site (see ‘Introduction’ section for references). U1-70K, another U1-specific component with a highly conserved RNA-binding site in the first loop of U1 snRNA, primarily served as an internal specificity control and for direct comparison.

After evaluating iCLIP patterns for U1C and U1-70K, including additional control experiments, we conclude that the iCLIP approach reaches a certain limit, when analyzing relatively small RNPs with multiple protein components and protein–protein interactions, such as the trypanosomal U1 snRNP, with its 75-nts snRNA component and a total of 11 proteins. In such cases, fragmentation by RNase during the iCLIP procedure may not be sufficient and may result in RNA fragments with more than a single polypeptide covalently crosslinked, up to the complete small RNP with several crosslinks. As a result of such partial or complete RNase resistance, we observe multiple peaks in the iCLIP profile. This reflects RNA–protein interactions throughout the U1 snRNP, due to coprecipitation effects and ‘RNA linkers’ between polypeptides that are too short for effective fragmentation. For example, we see an additional double peak (nucleotides 50/53 of the U1 snRNA) around the Sm site (5′-ACUUUG-3′), most likely due to RNA contacts with one of the Sm polypeptides, which interacts with U1C, as shown for SmD3 in the human U1 snRNP (16). On the other hand, there are still protein-specific crosslink peaks, which are due to partial fragmentation of the RNP in this region, e.g. for U1-70K (at nucleotides 23/24 in the central loop). Finally, we cannot assign two other prominent peaks upstream (at nucleotides 15 and 39/40), which suggest additional protein contacts, e.g. by the U1 snRNP components U1A or U1-24K.

In spite of these intrinsic limitations, which should apply also to CLIP analyses of other small RNPs, RNA–protein interaction maps can be deduced, which allow insights into spliceosomal networks on the level of individual snRNAs and specific proteins. Due to spliceosomal dynamics, we have to be aware that we observe the sum of various conformational states with different occupancies. Focusing here on U1C and U1-70K, we found—in addition to U1 snRNA—iCLIP tags also in the SL RNA and the U6 snRNA.

We were very surprised that most of the U1C/U1-70K crosslinks on the SL RNA map to its 5′ splice site, because this suggests that the U1 snRNP participates in the recognition and/or activation of the 5′ splice site common to all *trans*-splicing reactions. U1C may be directly involved in the SL 5′ splice site activation, and—because we see the same crosslink pattern for U1-70K—it is likely the entire U1 snRNP that interacts. Because—except for the Sm proteins—no other SL RNP proteins are known in trypanosomes, the other major RNA–protein contact on the SL RNA (nucleotides 79–83), detected for both U1C and U1-70K, most likely indicates a novel protein bound at the central loop and interacting with U1C/U1-70K.

In the case of the two known *cis*-spliced 5′ splice sites (*PAP* and DEAD Box RNA helicase), the iCLIP crosslink patterns clearly peak in the first intronic positions of the 5′ splice sites. In particular, this was shown for both U1C and U1-70K sequence tags, which peak in the first intronic positions of the *PAP* 5′ splice site, suggesting a direct involvement of the U1 snRNP in 5′ splice site recognition.

Finally, when comparing the iCLIP patterns for the snRNAs and the *PAP* 5′ splice site, we note that the absolute number of crosslink tags differs within a range of three orders of magnitude (compare Figures 3 and 4). This can be explained not only by different expression levels of the respective target RNAs, but also by the transient versus stable nature of certain RNA–protein interaction and corresponding occupancy times.

We summarize these crosslink characteristics for the *PAP cis*-intron, the U1 and U6 snRNAs in a model, focusing on U1C/U1-70K and taking into account our knowledge of spliceosomal dynamics established in the yeast and mammalian systems (see Figure 7). Early in spliceosome assembly, the U1 snRNA extensively base-pairs with the *PAP* 5′ splice site, as proposed by Mair *et al.* (30) and supported here by directly adjacent crosslink positions in the *PAP* intron and the U1 snRNA (see nucleotides marked in red). Later, U6 snRNA replaces U1, and we propose this extended base-pairing, based on the classical register between the U6 ACAGAG sequence and the first intronic positions of the 5′ splice site. The crosslink patterns derived from our iCLIP data and summarized in Figure 7 support that such a sequential, multiple 5′ splice site recognition and U1-to-U6 ‘handing-over’ operates also in the trypanosome system.

**Figure 7.**
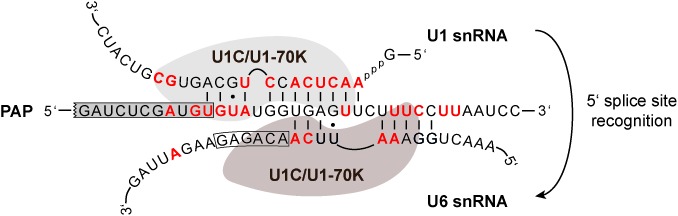
Model of 5′ splice site recognition in the *PAP* pre-mRNA and summary of U1C/U1-70K iCLIP tags. This schematic shows how the 5′ splice site in the *cis*-intron of the poly(A) polymerase (*PAP*) pre-mRNA can be sequentially recognized by the U1 snRNA (5′ terminal region) and the U6 snRNA (internal region), based on the proposed U1 snRNA (27) and a hypothetical, extended U6 snRNA base-pairing (this study). Boxed are the exonic nucleotides of the *PAP* pre-mRNA and the conserved ACAGAG sequence of the U6 snRNA. The iCLIP-derived U1C/U1-70K-crosslinked nucleotides in all three RNAs (U1, U6 and *PAP*) are highlighted in red, to allow direct comparison with the base-pairing interactions.

A surprising implication of our first iCLIP study in the trypanosome system is that it suggests a physical linkage between *cis*- and *trans*-splicing, in particular the U1 snRNP and the SL RNP: the 5′ splice sites of both the *PAP cis*-intron and the *trans*-spliceosomal SL RNA are contacted by U1C and U1-70K. Based on this, the most provocative hypothesis would be that the U1 snRNP participates in activation of the SL RNA 5′ splice site. This would be in contrast to results in the nematode system, where U1 snRNA appears not to be essential for *trans-*splicing: first, knockout of over 90% of U1 snRNA did not affect *trans-*splicing *in vitro* (31); second, only traces of U1 snRNA were detectable in purified *trans* spliceosomes, probably due to cryptic 5′ splice sites (32). Third, as proposed by Bruzik *et al.* (33), the SL RNA may use its base-paired structure around the 5′ splice site to be activated in a U1-independent manner. However, note that we cannot be certain that the nematode results apply to the trypanosome system, with its highly divergent U1 snRNA and very few *cis* introns.

On the other hand, the SL RNA is clearly present in both nematode *cis*- and *trans*-spliceosomes (32), suggesting a common *cis*/*trans*-spliceosome, a close linkage between the two types of splicing reactions, and that the decision between *cis*- and *trans*-splicing occurs after spliceosome assembly. We consider such a scenario likely to operate also in trypanosomes, and our result on the competitive usage of the 3′ splice site in the *PAP* intron supports this notion: upon U1C knockdown we detected a partial switch of the *PAP* 3′ splice site from normal *cis*- to aberrant *trans*-splicing (Figure 6B, lanes 7/8).

Why did we not observe a severe growth defect after U1C (Figure 5) nor U1-70K knockdown (Supplementary Figure S4) under ‘normal’ conditions? First, the U1 snRNP and the U1C protein are apparently not essential for *trans-*splicing in trypanosomes, at least under normal conditions, consistent with earlier nematode studies (see above). The U1C/U1-70K contact with the SL 5′ splice site we described may be functionally relevant only under certain growth conditions, such as during stress, or for a subset of genes. However, a high-throughput phenotype analysis revealed that for either of the U1 snRNP-specific proteins U1C and U1-70K no significant loss of fitness was observed upon knockdown in the different life cycle stages (34). Alternatively, it may simply represent a minor specificity or efficiency determinant not significantly relevant for normal growth nor splicing activity under our experimental conditions.

Second, regarding the two *cis*-introns of *T. brucei*, their splicing efficiency was clearly affected upon U1C knockdown, although only moderately, consistent with an earlier report on U1-70K knockdown (19). The intrinsic inefficiency of *cis*-splicing in trypanosomes can explain the moderate extent of this effect: already under normal growth conditions a high number of intronic reads was measured by RNA-Seq, reflecting unspliced, intron-containing pre-mRNA (Supplementary Figure S5). Why did we not detect any significant defect in growth after knockdown? We suggest that there is redundancy among several paralogous poly(A) polymerases in the genome, or that even the intron-containing *PAP* (Tb927.3.3160) may not represent the major functional gene responsible for mRNA 3′ end processing. The same argument holds for the second intron-containing gene (Tb927.8.1510), coding for a putative RNA helicase of unknown functionality and specificity. This hypothesis is further supported by the high-throughput RNAi analysis of Alsford *et al.*, in which knockdown of neither of these two genes showed a severe effect (34).

However, when exposing U1C-depleted cells to starvation stress, a severe growth defect was observed, indicating that U1C and *cis*-splicing become essential in the response to nutrient starvation.

Ultimately, this points to the possibility that *cis*-splicing of the two introns itself may not be required for growth of the parasite under ‘standard’ conditions. For both intron-containing genes functional intronless putative counterparts may exist (for the poly(A) polymerase: Tb927.3.3160/Tb927.7.3780; for the ATP-dependent DEAD Box helicase ATP: Tb927.8.1510/Tb927.10.6630), so that the spliceosomal U1 snRNP may represent an evolutionary relic. However, this does not exclude that the two introns may fulfill an unknown important function, and that other U1 RNPs with variant protein compositions play roles beyond splicing.

## Accession Number

NCBI GEO database: GSE43848.

## SUPPLEMENTARY DATA

Supplementary Data are available at NAR Online.

SUPPLEMENTARY DATA

# Supplementary material for: Genome-wide RNA-binding analysis of the trypanosome U1 snRNP proteins U1C and U1-70K reveals cis/trans-spliceosomal network
**Source:** Nucleic Acids Res. 2014 Apr 19;42(10):6603–15. doi: 10.1093/nar/gku286
**Supplement:** SUPPLEMENTARY DATA

Genome-wide RNA-binding analysis of the trypanosome U1 snRNP proteins U1C and U1-70K reveals cis/trans-spliceosomal network — Genome-wide RNA-binding analysis of the trypanosome U1 snRNP proteins U1C and U1-70K reveals cis/trans-spliceosomal network — SUPPLEMENTARY DATA 

# Genome-wide RNA-binding analysis of the trypanosome U1 snRNP proteins U1C and U1-70K reveals *cis*/*trans*-spliceosomal network

## SUPPLEMENTARY DATA

**Files in this Data Supplement:**

- SUPPLEMENTARY DATA

# Supplementary material for: Genome-wide RNA-binding analysis of the trypanosome U1 snRNP proteins U1C and U1-70K reveals cis/trans-spliceosomal network
**Source:** Nucleic Acids Res. 2014 Apr 19;42(10):6603–15. doi: 10.1093/nar/gku286

## ***SUPPLEMENT***

### **Genome-wide RNA-binding analysis of the trypanosome U1 snRNP proteins U1C and U1-70K reveals *cis/trans*-spliceosomal network**

Christian Preußner, Oliver Rossbach, Lee-Hsueh Hung, Dan Li, and  
Albrecht Bindereif\*

Germany

The authors wish it to be known that, in their opinion, the first three authors should be regarded as joint First Authors

## SUPPLEMENTARY MATERIALS AND METHODS

### Antisense morpholino transfection

For antisense morpholino transfection with either 10  $\mu$ M or 100  $\mu$ M antisense morpholino oligonucleotide (U1 5'-GGTATCTCCCCTGCCAGGTAAGTAT-3' and Ctr 5'-GGTATCTCCCCTGCCAGGTAAGTAT-3), *T.brucei* 29-13 cells in the mid-log phase ( $2 \times 10^6$  cells per ml) were transfected by electroporation. The efficiency of the transfection was assessed by immunofluorescence. The specificity of the morpholino oligonucleotide was assessed by streptavidin selection. Cells were washed in 1x PBS, followed by extract preparation as described in the main text. For streptavidin selection, cell extracts were incubated at 4°C with pre-blocked 25  $\mu$ l packed Neutravidin beads (Invitrogen), equilibrated in WB500 buffer (500 mM KCl, 20 mM Tris-Cl, pH 7.7, 1 mM DTT, 0.01% NP40). After washing with the same buffer (or with WB50, which contains 50 mM KCl), coselected RNAs were released by proteinase K buffer treatment and analyzed by RT-PCR, using primers for U1 and U2 snRNAs. Amplification products were analyzed by agarose gel electrophoresis.

Semiquantitative RT-PCR was performed as described (26), and amplification products were characterized by an Agilent Bioanalyzer 2100, using DNA 1000 Lab-Chip kits.

### RNA-Seq sample preparation

For non-strand sensitive high-throughput sequencing, poly(A)-selected RNA was processed by TruSeq RNA Sample Preparation Kit (Illumina) to prepare the mRNA-Seq library, followed by sequencing in a paired-end, 101-base mode on a HiSeq 2000. RNA-Seq sequence-read data were uploaded to the Sequence Read Archive at NCBI (SRX444324).

### Oligonucleotides

DNA oligonucleotides (MWG Eurofins) are listed in the following.

For preparing DIG-labeled snRNA-specific probes:

SP6-TbU1-Fw: 5'-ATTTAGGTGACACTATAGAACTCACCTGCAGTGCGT-3'  
TbU1-Rev: 5'-AGGGACGCTTTTCGTTCCC-3'  
TbU2-Fw: 5'-ATATCTTCTCGGCTATTTAGC-3'  
TbU2-Rev: 5'-ACCGTCGCGCTCCATCC-3'  
TbU4-Fw: 5'-AAGCCTTGCGCAGGGAGG-3'  
TbU4-Rev: 5'-TACCGGATATAGTATTGCAC-3'  
TbU6-Fw: 5'-GGAGCCCTTCGGGGACA-3'  
TbU6-Rev: 5'-AAAAGCTATATCTCTCGAAGAT-3'  
SP6-TbU5-Fw: 5'-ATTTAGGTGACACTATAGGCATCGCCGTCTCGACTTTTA-3'  
TbU5-WT-Rev: 5'-GACACCCCAAAGTTTAAACG-3'  
SP6-TbSL-Fw: 5'-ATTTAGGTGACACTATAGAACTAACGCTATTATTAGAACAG-3'  
TbSL-Rev: 5'-AAAGAGTGGAGGTCATCCG-3'

For cloning into pC-PTP-NEO vector:

PTP-U1C *Apal*: 5'-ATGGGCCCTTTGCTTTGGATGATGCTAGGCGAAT-3'  
PTP-U1C *NotI*: 5'-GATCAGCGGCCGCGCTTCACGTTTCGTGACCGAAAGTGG-3'

For cloning into pGEX-6P-2:

GST-U1C fw: 5'-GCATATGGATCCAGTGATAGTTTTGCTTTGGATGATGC-3'  
GST-U1C rev: 5'-AGCGAATTCTCATTACGTTTCGTGACCGAA-3'

For generating U1C stem-loop construct:

U1C RNAi fw 5'-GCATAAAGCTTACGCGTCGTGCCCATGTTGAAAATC-3'

U1C RNAi rev 5'-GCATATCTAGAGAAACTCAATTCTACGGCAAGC-3'

For RT-PCR assays:

U1C mRNA fw: 5'-ACGGCACATGGAGAATATGG-3'

U1C mRNA rev: 5'-TCAACACGTCCAGCAACAAC-3'

SL 6-28: 5'-ACGCTATTATTAGAACAGTTTCT-3'

PAP lgr fw: 5'-CCTCCTCCACTTTCTACGC-3'

PAP lorf rev1: 5'-GTTTCGTTGGGCCATACATC-3'

PAP lorf fw: 5'-CCTACCCATTTGGTTCATGC-3'

PAP Int rev: 5'-GAAGAGGACGGGAGAAGAGC-3'

PAP lorf rev2: 5'-GGAAGTCTGGCAGCGACTAC-3'

PAP Ex2 fw: 5'-CGATGAGTTTCCGAGGTTGT-3'

Hel lorf Fw1: 5'-GCG GGC TTG ACA TTA AGA AC-3'

Hel Int Rv1: 5'-CGT TGT GGA ATG TGC CTA TG-3'

Hel Int Fw1: 5'-CCG TTG CTC TCA TTG TGA TG-3'

Hel lorf Rv2: 5'-TGG TGG AAT CTC CTG ATT GG-3'

7SL RNA fw: 5'-TGACTTGGTGTCTGCTTGG-3'

7SL RNA rev: 5'-CTCGGTGTGCTTCTGCAAC-3'

U3 fw: 5'-CCGTACTCTGAACAGAATCGTTTT-3'

U3 rev: 5'-CCGTTCATCGAACAGCTCTC-3'

SL fw: 5'-GACACAGCCATGCTTTCAAC-3'

SL rev: 5'-CAGGAACCAACAGCACAAATG-3'

U1 fw 5'-ACTCACCTGCAGTGCATCAT-3'

U1 rev 5'-GACGCTTCCGTTCCCACT-3'

U2 fw 5'-TCGGCTATTTAGCTAAGATCAAGTT-3'

U2 rev 5'-AGTGAACCCCGGAAGAAC-3'

U6 fw 5'-GGGACATCCACAACTGGAA-3'

U6 rev 5'-TCTCTCGAAGATTGACATCAGC-3'

AMO (Gene Tools, LLC):

AMO U1 snRNA Tb 5'-TCGTGATGACGCACTGCAGGTGAGT[Biotin]-3'

AMO ctr 5'-GGTATCTCCCCTGCCAGGTAAGTAT[Biotin]-3'

CLIP RNA 3'-linker (Dharmacon):

5'-P-UGAGAUCGGAAGAGCGGUUCAG-3' puromycin

iCLIP RT-primers (Eurogentech):

iCLIP-RT1: 5'-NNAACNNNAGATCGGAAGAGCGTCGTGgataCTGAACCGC-3'

iCLIP-RT2: 5'-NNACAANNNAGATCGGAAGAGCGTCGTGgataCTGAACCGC-3'

iCLIP-RT3: 5'-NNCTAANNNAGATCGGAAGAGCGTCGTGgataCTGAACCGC-3'

iCLIP-RT4: 5'-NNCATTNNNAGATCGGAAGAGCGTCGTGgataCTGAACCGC-3'

iCLIP-RT5: 5'-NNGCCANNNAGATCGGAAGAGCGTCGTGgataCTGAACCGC-3'

iCLIP *Bam*HI-linearization oligonucleotide (MWG Eurofins):

Cut\_oligo: 5'-GTTTCAGGATCCACGACGCTCTTCAAAA-3'

## SUPPLEMENTARY FIGURE LEGENDS

### Supplementary Figure S1.

#### Summary of distribution of U1C and U1-70K iCLIP tags: individual replicate experiments.

(A, B) The numbers of sequence reads, of uniquely mapped reads, and of the separately aligned SL RNA tags are listed for each individual replicate experiment: U1C (panel A: U1C\_1, \_2, \_3) and U1-70K (panel B: U1-70K\_1 and \_2). Below, the pie charts represent the distribution of uniquely mapped reads in snRNAs and other regions (in %), separately for individual iCLIP experiments.

### Supplementary Figure S2.

#### Crosslink site profiles of *T. brucei* U1C and U1-70K on the U1 snRNA: individual replicate experiments.

The numbers of U1C (red line) and U1-70K (blue line) iCLIP tags on the U1 snRNA (nucleotides 1-60) are plotted in single-nucleotide resolution, separately for the individual iCLIP experiments (U1C\_1, \_2, \_3; U1-70K\_1 and \_2). The U1-70K (red) and the Sm binding sites (green) are boxed, the stem-loop structure is indicated by arrows. Below, a schematic model of the U1 snRNA secondary structure is depicted.

### Supplementary Figure S3.

#### Morpholino-mediated blocking of U1 snRNA inhibits *cis* splicing.

(A) *T. brucei* WT cells were transfected with 10 or 100  $\mu$ M of a 3'-biotin labeled U1 snRNA antisense morpholino oligonucleotide (AMO; U1) blocking the 5' end of the U1 snRNA, or with of a control oligonucleotide (ctr; each at 100  $\mu$ M). Six hours after transfection, whole-cell extract was prepared, and the specificity of the morpholino oligonucleotide was assessed by streptavidin selection. Copurifying RNAs were detected by RT-PCR, using primers for U1 and U2 snRNAs. M, markers (bp).

(B) Schematic overview of the primer combinations used to detect *PAP* [poly(A) polymerase, Tb927.3.3160] pre-mRNA and mRNA by combinations of exon-, intergenic-region, or intron-specific primers. The same primer pairs detect both *cis*-spliced and *cis*-unspliced products.

(C) Inhibition of *cis* splicing upon morpholino-mediated blocking of the U1 snRNA. Total RNA was prepared from cells 6 hours after transfection as described in panel A. Splicing of the *PAP* gene [poly(A) polymerase, Tb927.3.3160] was analyzed by RT-PCR. *PAP* pre-mRNA and mRNA were detected by gene-specific combinations of exon, intergenic-region, and intron primers (see panel B; the same primer pairs detect both *cis*-spliced and *cis*-unspliced products). PCR amplification products were characterized by an Agilent 2100 Bioanalyzer. M, markers (bp).

(D) Quantification of RT-PCR reactions shown in panel C.

### Supplementary Figure S4.

#### Depletion of *T. brucei* U1-70K shows no effect on parasite viability.

(A) RNAi-mediated knockdown of U1-70K expression. U1-70K mRNA was measured by semiquantitative RT-PCR (top) and real-time PCR (bottom) from uninduced cells (t0) and after 72 hours of RNAi induction (as indicated). As a control, U3 (for semiquantitative RT-PCR) and 7SL RNA (for real-time PCR) were measured from the same RNA samples.

(B) Growth curve of a representative clonal procyclic *T. brucei* cell line, in which RNAi-mediated knockdown of U1-70K was induced. Cells were grown for 7 days in the absence (- Dox; grey line with triangles) or in the presence of 1  $\mu$ g/ml doxycycline

(+ Dox; black line with crosses), counted every day, and diluted back to  $2 \times 10^6$  cells/ml.

**Supplementary Figure S5.**

**Inefficient *cis*-splicing of the *PAP* gene: RNA-Seq data analysis and read coverage.**

Two independent samples of total RNA extracted from *T. brucei* were poly(A)<sup>+</sup>-selected. Non-strand-sensitive high-throughput sequencing was performed, using the TruSeq RNA Sample Preparation Kit (Illumina) and a HiSeq 2000 sequencer.. 85 million paired-end sequence reads of 105-bp length from each sample were aligned to the Tb427 genome. Shown here is the read coverage of uniquely mapped sequence reads in the *PAP* gene (Tb427.03.3160; exon1-intron-exon2). High coverage in the intron region indicates inefficient *cis*-splicing.

**Supplementary Figure S6.**

**iCLIP-derived crosslink site profiles of *T. brucei* U1C on the ATP-dependent DEAD box helicase pre-mRNA and splicing inhibition upon U1C depletion.**

**(A)** The distribution of iCLIP crosslink sites of U1C is shown for the exon-intron-exon region of the ATP-dependent DEAD box helicase pre-mRNA (top) as well as detailed information on iCLIP tags at nucleotide resolution for the 5' splice site region; the arrow marks the 5' splice site (5' ss).

**(B)** Schematic overview of the primer combinations used to detect ATP-dependent DEAD box helicase pre-mRNA and mRNA by combinations of exon- or intron-specific primers.

**(C)** Inhibition of *cis*-splicing by U1C knockdown. Total RNA from uninduced (-) and induced (+) cells after 72 hours were analyzed by semiquantitative RT-PCR, using the primer combinations described in panel A. As a control, U3 RNA was measured from the same RNA samples. *M*, markers (100, 200, 300, and 400 bp).

**(D)** Quantification of RT-PCR reactions shown in panel C.

Supplementary  
Figure S1

A

|       | sequence reads | SL RNA tags | uniquely mapped iCLIP tags<br>(except tRNAs/rRNAs) |
|-------|----------------|-------------|----------------------------------------------------|
| U1C_1 | 193,440        | 14,037      | 92,339                                             |
| U1C_2 | 290,996        | 27,438      | 151,192                                            |
| U1C_3 | 243,422        | 9,237       | 61,059                                             |

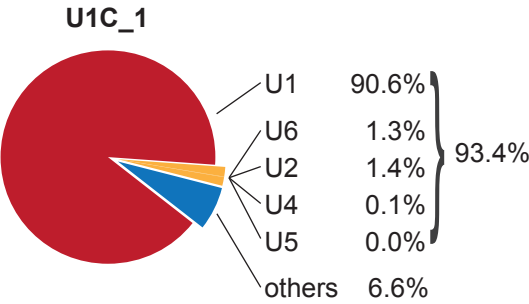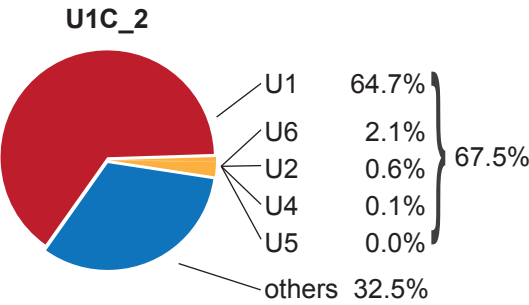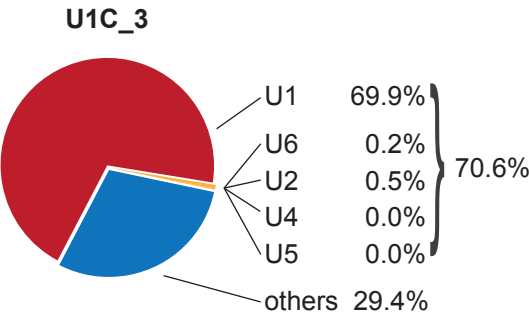

B

|          | sequence reads | SL RNA tags | uniquely mapped iCLIP tags<br>(except tRNAs/rRNAs) |
|----------|----------------|-------------|----------------------------------------------------|
| U1-70K_1 | 93,198         | 6,082       | 60,580                                             |
| U1-70K_2 | 75,680         | 7,902       | 34,367                                             |

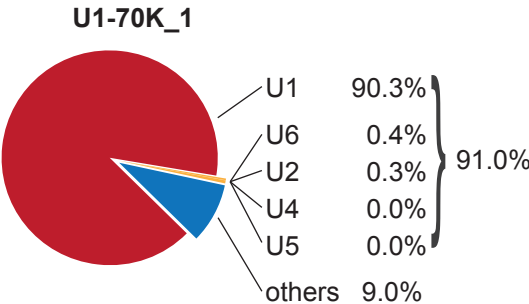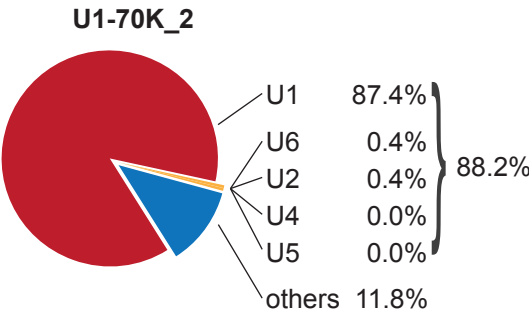

# Supplementary Figure S2

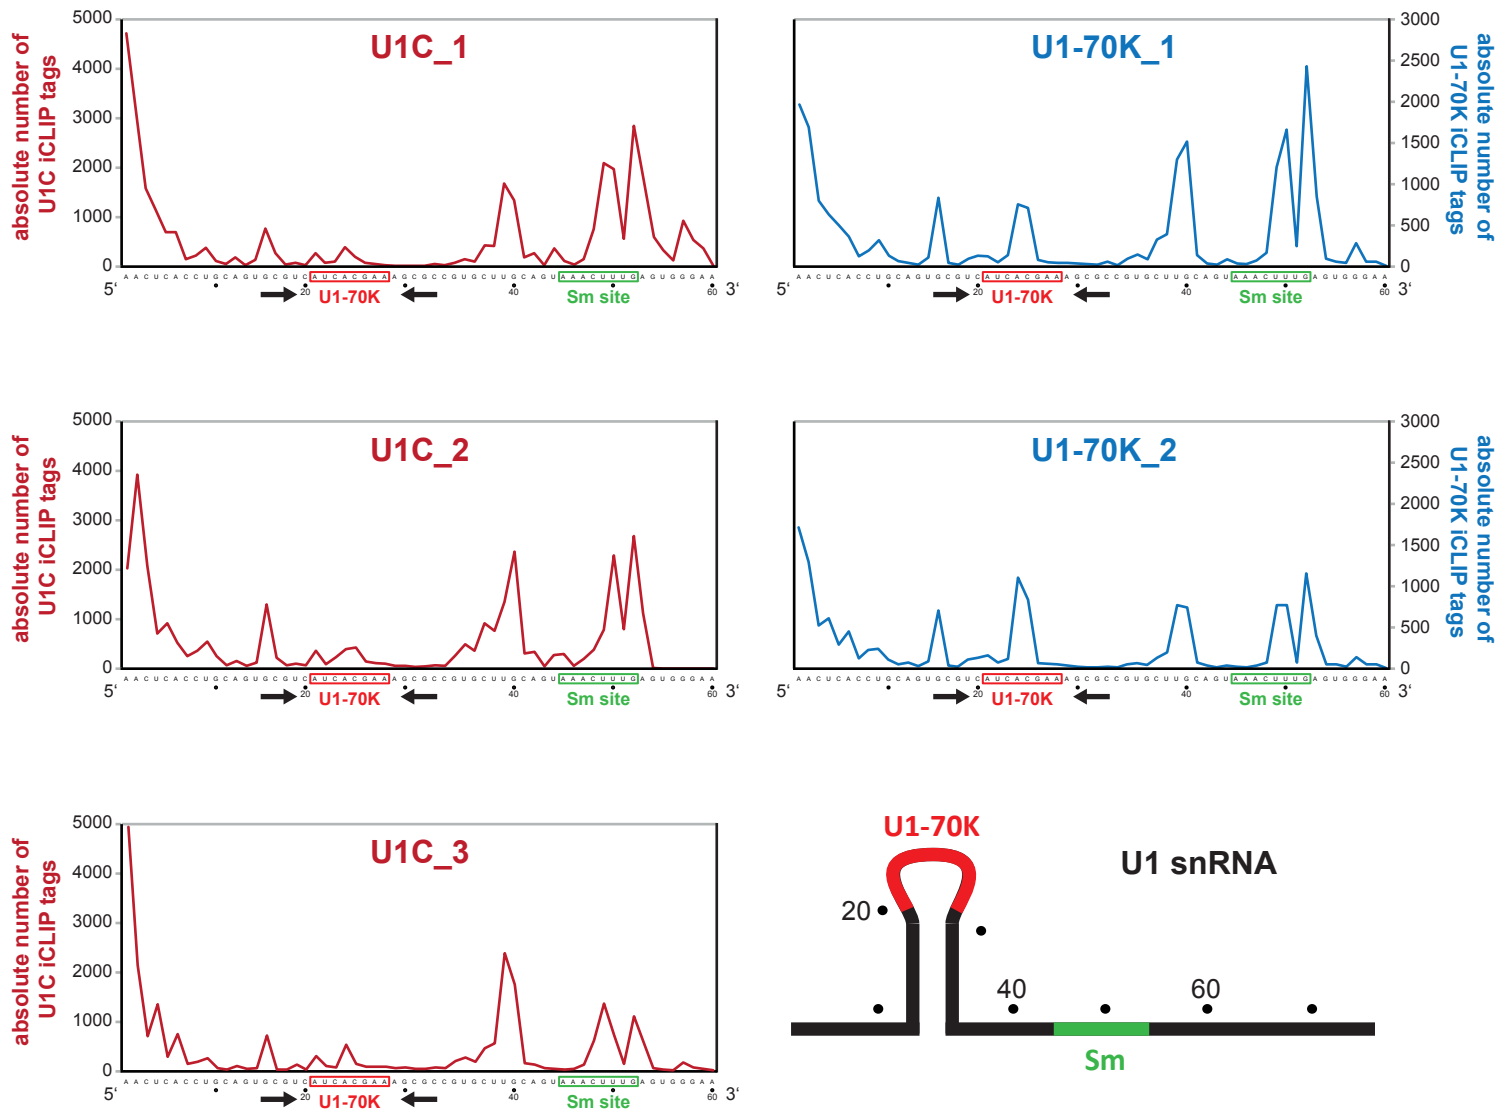

# Supplementary Figure S3

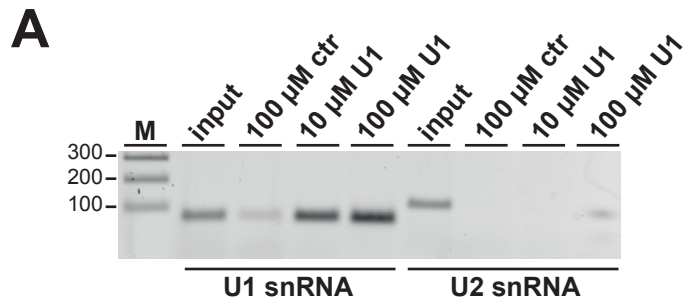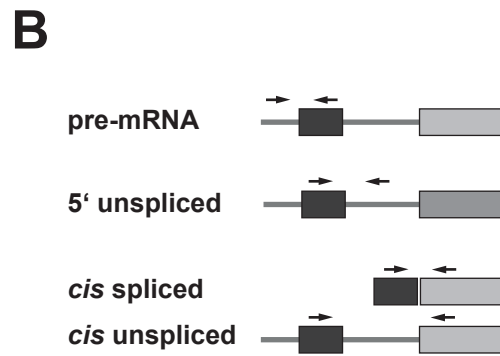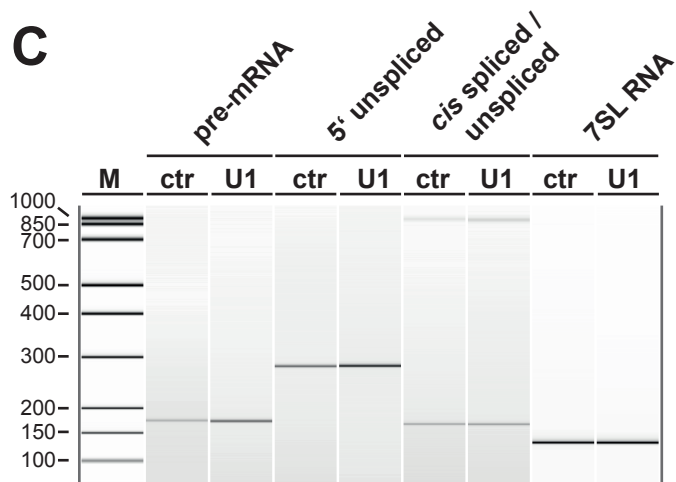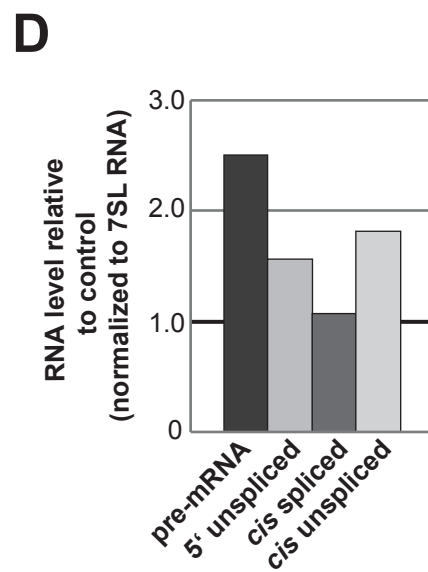

# Supplementary Figure S4

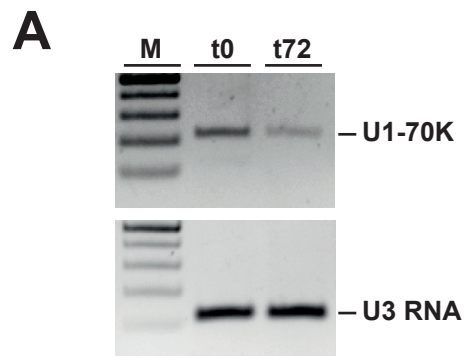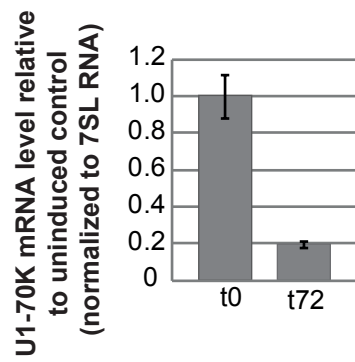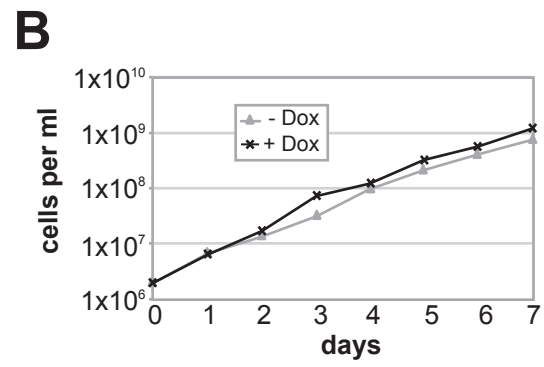

# Supplementary Figure S5

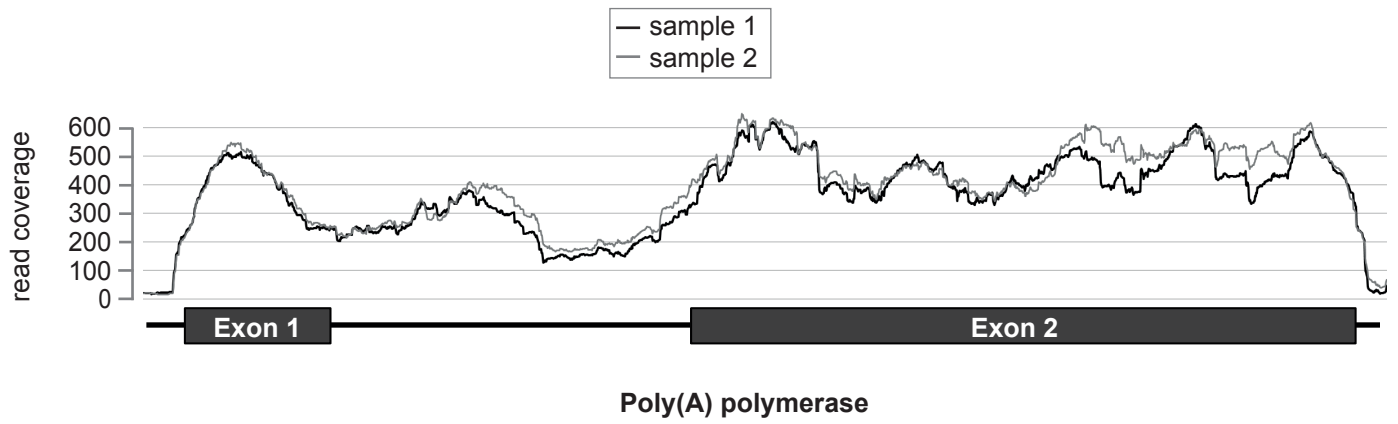

# Supplementary Figure S6

**A**

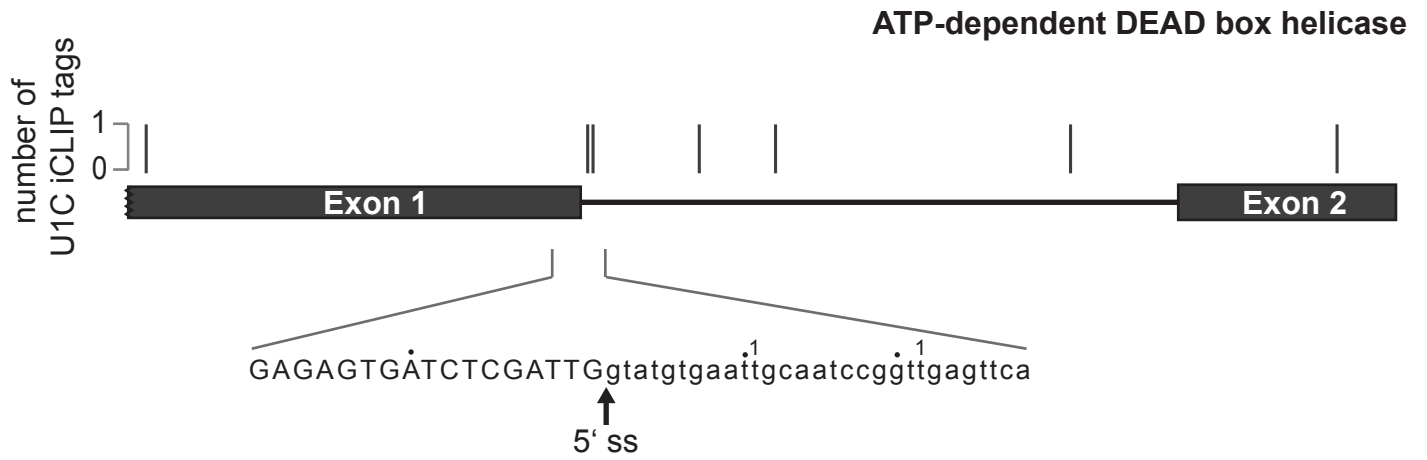

**B**

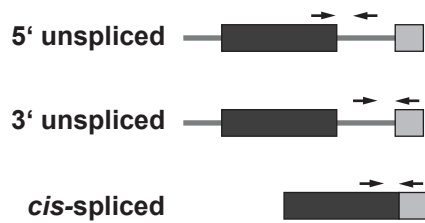

**D**

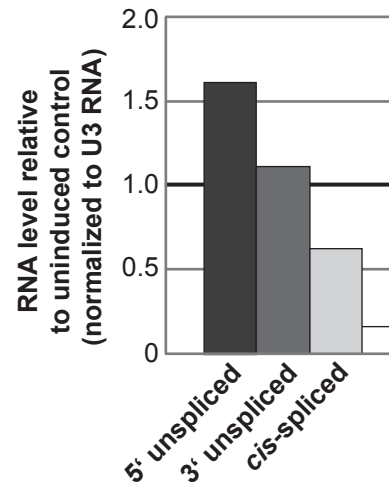

**C**

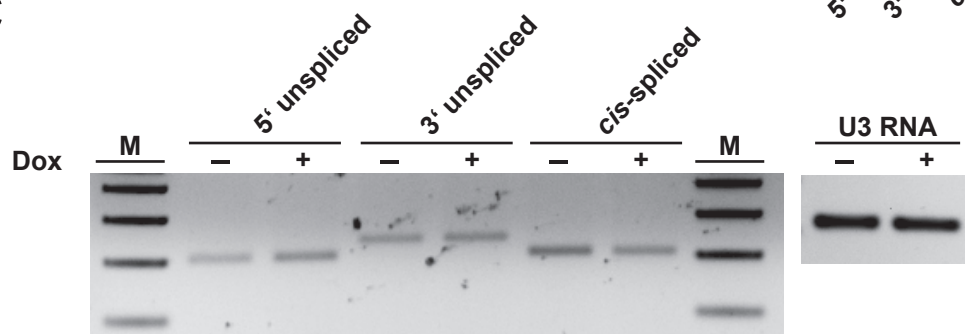

**Supplement:** SUPPLEMENTARY DATA

How the deposited data were processed for this re-analysis (not part of the article)

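iCLIP libraries of T. brucei cells expressing PTP-tagged U1C (3 experiments) or U1-70K (2 experiments) were analysed from the tables the authors deposited. These hold whole-number counts of random-barcode-filtered tags per crosslink site, without normalization, for the Tb427 genome and the U1, SL and U6 RNAs. To make these counts before they were deposited, the authors removed barcodes and linkers, aligned reads of at least 15 nt to the Tb427 genome and separately to the SL RNA, and kept uniquely mapped reads outside tRNAs and rRNAs. The aligner and the rule that turned barcodes into tag counts are not given in the sources used here. Whether a listed position is the first nucleotide of a tag or the nucleotide before it is likewise not given. The wild-type control libraries and the U2, U4 and U5 snRNAs were not analysed here.

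Every column of the tables was assigned to a sample by its name. Depth on the genome, U1 and U6 included, ranged from 37904 to 40659 tags (median 38890) for U1C and was 25079 and 17757 tags for U1-70K. The proteins were sequenced on different platforms, and the effect of the platform cannot be separated from that of the protein.

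Tags per nucleotide were compared with edgeR 4.0.16 in R 4.3.3 (glmQLFit and glmQLFTest, TMM factors, library size equal to the tags on that RNA, nucleotides with at least 10 tags in all), with Benjamini-Hochberg adjustment and a threshold of 0.05. Standard errors were taken as the size of the log2 fold change divided by the square root of the F statistic. Fold changes are U1-70K over U1C. Shares of tags in windows were computed per library and compared with an exact permutation test, with exact Clopper-Pearson 95% intervals from scipy 1.17.1. Profiles were correlated across nucleotides, with exact p-values from all circular shifts. The PAP and helicase 5′ splice sites were placed by matching the numbers and spacing in Fig. 4 and Supplementary Fig. S6A. The stretches used as background, −500 to +950 for PAP and −1000 to +1600 for the helicase, were set after the data were seen, from the scale of those drawings, with the introns taken to end at +650 and +1300. Crosslink sites on the genome were merged into loci when they lay within 50 nt on 1 strand, and loci with at least 10 tags were tested with edgeR in the same way, using the tags on the genome as library size. DESeq2 1.42.0 was the alternative tool, with size factors from nonzero counts and 1 mean dispersion.

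The tests were run on simulated counts drawn from the real means and library sizes with 8-fold changes. With the spread estimated from the libraries, 75% of 12 changed U1 snRNA nucleotides were called, and 66.7% of 12 on the SL RNA with 0 false calls. Among the 60 U1 snRNA nucleotides tested, 2 of the 11 calls were false, a higher share than the threshold of 0.05 aims at, in 1 simulated run. None were called among 12 on the U6 snRNA or among 22 genomic loci. With the spread lowered to a dispersion of 0.05, 66.7% were called on the U6 snRNA and 63.6% among loci, so these tests have little power at the observed depth and spread.

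Nucleotides and loci named in the text follow a rule set before the tables were examined, though after the figures of the study had been seen. It takes every nucleotide, region and gene the study names in its results or in Fig. 3, Fig. 4 and Supplementary Figs. S2 and S6, the 5 nucleotides with the most tags of each protein on each of the 3 RNAs, and the 5 genomic loci with the most tags of each protein. Alternatives covered the normalization, the tool, the filter, the library size, nucleotide 1, the window borders, the merging distance, distinct positions in place of tags, the replicate number as a block, and leaving out each library.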

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

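The tests of depth and platform below were chosen after the tags per locus had been seen. With no control samples in the analysis, loci were judged against the 3 tags that a count of 0 allows.

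The study discusses the spliceosomal RNAs and the intron-containing genes, and 9 other loci carried the most tags of either protein. They are given by their Tb427 coordinates, since no annotation of that build was used here, and it is not known whether any of them encodes an snRNA. With both proteins summed, the plus strand of chromosome 5 held 1026 tags from 1471120 to 1471126, the minus strand of chromosome 8 held 611 from 1892664 to 1892691, and the minus strand of chromosome 5 held 446 at 901721. The plus strand of chromosome 9 held 424 tags from 809942 to 809943 and 321 from 2448245 to 2448260. The plus strand of chromosome 6 held 310 from 259000 to 259003 and 159 from 966446 to 966448. The minus strand of chromosome 5 held a further 189 from 1308753 to 1308757, and the plus strand of chromosome 10 held 72 from 2253676 to 2253996.

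The loci divide by how the tags are spread over libraries. The locus at 1471120 on chromosome 5 had 1008 of its tags in U1C_3, and the one at 259000 on chromosome 6 had all 310 there. Among the 110 loci with at least 10 tags, 15 had at least 90% of their tags in U1C_3 and 1 in U1C_1, and none in the other 3 libraries. Those 15 loci took 14.6% of the tags U1C_3 had outside U1 and U6. U1C_3 held 43.9% of all tags outside U1 and U6, and if the tags of each of the 110 loci followed depth alone, 0.0692 loci with at least 90% of their tags in U1C_3 would be expected, which argues against depth as the whole cause. At the 15 loci, U1C_1 and U1C_2 had 1 tag each, and the U1-70K libraries together had 20. U1C_3 is the only library read on the Ion Torrent PGM, so its platform and its library preparation cannot be told apart. A contaminating RNA was not tested.

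Other loci were hit in every library. Position 901721 on chromosome 5 held 54, 57 and 128 U1C tags and 99 and 108 U1-70K tags, all on a single nucleotide, and the locus at 2448245 on chromosome 9 held 223 U1C and 98 U1-70K tags. The locus at 809942 on chromosome 9 had 420 U1C and 4 U1-70K tags, with a log2 fold change of -5.45 (edgeR adjusted p = 0.623). It was called by DESeq2 and by edgeR without U1C_3. The locus at 1892664 on chromosome 8, with 218, 351 and 5 U1C tags and 17 and 20 U1-70K tags, was called by edgeR without U1C_3 as well. At 1892664, however, U1C_3 had 5 tags, fewer than either U1-70K library, so not all U1C libraries differed from U1-70K there. Without U1C_3, U1C was read on the GAIIx alone and U1-70K on the MiSeq, so platform and protein cannot be told apart. No biological explanation was tested for these loci. The platform, and binding that is stronger for U1C than for U1-70K, stay open as untested ones.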

How the results depend on the processing

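Alternatives were fixed before the data were examined, except for leaving out U1 snRNA nucleotides 54 to 60, a narrower background around the PAP 5′ splice site, and ranking the PAP locus by distinct positions under other merging distances.

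The main results were the protein comparisons, the profile correlations and the numbers of calls. They also took in each protein's share of tags on the whole U1 snRNA and its tags near the splice sites. Among them, 167 recomputed values kept their direction and side of the threshold or moved by less than the spread. Another 17 moved further, 1 passed the threshold and 1 reversed. The value that passed was the U1-70K count in the downstream PAP window, made wider. The value that reversed was the U1C count near the helicase 5′ splice site without U1C_1. A difference in shares that changed sign by less than the spread was counted among the 167. On SL nucleotides 36 to 43 the difference of 0.0687 percentage points became -1.28 without U1C_2 and -2.67 without U1-70K_2. On SL nucleotides 79 to 82 the difference of 3.39 became -0.0604 without U1C_3. For single nucleotides, loci and the other shares of 1 protein, 427 stayed in this sense and 55 moved further. Of the rest, 11 passed the threshold, 4 fell below it and 1 reversed. For the profile correlations, the unshifted profiles gave the highest value under every alternative. Each p was thus the smallest the shifts allow, so the p-values cannot show a change in strength. The lowest r was 0.842 on the U1 snRNA and 0.581 on the U6 snRNA, both without the 5 nucleotides with the most tags, and 0.870 on the SL RNA without U1C replicate 2. At PAP positions −1 to +3, leaving out 1 library left 5 to 8 U1C tags and 1 to 5 U1-70K tags, with 1 without U1-70K_1. As these tags also placed the gene, the threshold says nothing about their stability.

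On the U1 snRNA, edgeR called 0 nucleotides, DESeq2 called 3, edgeR without nucleotides 54 to 60 (chosen after seeing the data) called 4, and leaving out 1 library gave 0 to 3, with the 3 found without U1C_2. Adjusted p-values at nucleotide 24 ran from 0.000101 to 0.687 over these settings. Leaving out only nucleotides 54 to 60, where U1C_2 had 9 tags, took the edgeR adjusted p at nucleotide 24 from 0.0904 to 0.000101. The log2 fold change there was similar, 2.51 with these nucleotides and 2.62 without them. The lack of a call at nucleotide 24 in the main fit thus depended on the 3′ end of the RNA. How the 3′ end acted on the fit was not tested. On the SL RNA the 1 call, nucleotide 67, became 0 to 1 calls when a library was left out, lost without U1C_1, U1-70K_1 or U1-70K_2. A protein left with 1 library is assumed to vary like the other. Among loci, edgeR called 0 and DESeq2 called 2. Leaving out 1 library gave 0 to 2, with the 2 found without U1C_3; the cause was not tested.

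The labels give U1C and U1-70K experiments 1 and 2 the same numbers. Whether these numbers pair the samples is unknown, and the main fits took them as unpaired. There are only 2 pairs, and the correlations of their deviations ranged from -0.255 to 0.0819. With 2 U1-70K libraries, the deviations of 1 mirror those of the other, so these correlations cannot decide the question. With the replicate number as a block, which leaves U1C_3 without a partner, 0 nucleotides were called on the U1 snRNA and 0 on the SL RNA, 1 on the U6 snRNA and 3 loci. These loci were those at 809942 on chromosome 9 and at 1892664 on chromosome 8, both with fewer U1-70K than U1C tags, and that at 1471120 on chromosome 5. The locus at 1471120 on chromosome 5 then changed sign, to a log2 fold change of 4.17, since its U1C tags come from U1C_3. The difference at SL nucleotide 67 was 2.20 percentage points within experiments 1 and 2.

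Window borders changed the shares of single windows. Moved 1 nt upstream, the difference at SL nucleotide 67 fell to 0.0499 percentage points, because nucleotide 66 holds hardly any tags. The same move took SL nucleotides 36 to 43 from 19.3% to 26.5% for U1C and from 19.4% to 27.6% for U1-70K, SL nucleotides 79 to 82 from 16.4% to 8.47% for U1-70K, and U6 nucleotides 30 to 34 from 25.1% to 23.4% for U1-70K. A window 1 nt wider at each end gave 26.5% and 27.6% on SL nucleotides 36 to 43, 28.8% for U1-70K on the U6 snRNA, and 3.08% in place of 2.33% for U1C on U1 snRNA nucleotides 23 and 24. The differences between the proteins in these 4 windows kept their direction and moved by less than the spread. With SL RNA tags in the denominator, the U1 snRNA share was 60.0% for U1C and 68.1% for U1-70K, and with each position counted once it was 1.19% and 2.08%, as these alternatives are built.

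For U1-70K at PAP +15 to +19, a window 1 nt wider at each end held 2 tags and passed the threshold, and leaving out 1 library gave 0 to 1 tags. For the helicase, leaving out 1 U1C library gave 0 to 2 tags, with 0 without U1C_1. Few tags stand behind these counts, with 20 U1-70K tags around the PAP 5′ splice site and 0 around that of the helicase. On the U6 snRNA the test called 0 of 12 simulated changes at the observed depth and spread and 8 at a dispersion of 0.05, whereas on the U1 and SL RNAs, with more tags, it recovered 75% and 66.7% at a larger spread. Depth and spread were not separated further.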

Differences from the paper's values

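The paper's Supplementary Figure S1 gives 92339, 151192 and 61059 uniquely mapped tags for U1C_1, U1C_2 and U1C_3, where the deposited tables sum to 38890, 40659 and 37904. For U1-70K_1 and U1-70K_2 the paper gives 60580 and 34367, and the tables sum to 25079 and 17757. The ratio of the paper's number to the table's was 2.37, 3.72, 1.61, 2.42 and 1.94 over these 5 libraries. On the SL RNA the paper gives 27438 tags for U1C_2 and the table holds 17650, a ratio of 1.55. In the other libraries the SL RNA ratio was 1.38 for U1C_1, 1.47 for U1C_3, 1.39 for U1-70K_1 and 1.45 for U1-70K_2, within 1.5 times. The legend of Supplementary Figure S1 describes the first of these numbers as uniquely mapped reads and the heading of its table as uniquely mapped iCLIP tags, whereas the deposited counts are barcode-filtered tags. Whether both are on 1 scale was not settled. No alternative set before the data were examined applies to these totals. The paper's shares of 74% and 89% on the U1 snRNA and of 40% on its nucleotides 1 to 9 lie within 1.5 times of the shares found here under the main setting. Counted as distinct positions, the U1 snRNA shares do not, at 1.19% and 2.08%.

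The paper states that the helicase 5′ splice site is contacted by both proteins. In the genome table the tags at +11 and +22 are from U1C_1, and U1-70K has 0 tags from −1000 to +1600. The legend of Supplementary Fig. S6 also names U1C alone. At PAP, the paper calls the downstream cluster specific for U1C, where U1-70K has 1 tag at +19 against 9 U1C tags in the window.

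The paper describes the peak at SL nucleotide 67 as absent for U1C. U1C_2 had 101 tags there, against 2 and 16 on the neighbouring nucleotides, a lower share than in either U1-70K library. U1C_1 had 15 tags there, against 1 and 2 on its neighbours, and U1C_3 had 2. The paper names nucleotide 53 as a peak of the U1 snRNA, and in the table nucleotide 52 is higher than 53 for U1C, with 6622 against 3386 tags. The paper places a triple peak of the SL RNA at nucleotides 36 to 43. In the table, nucleotide 35 held more tags than any nucleotide of that window for both proteins, with 2307 and 820 tags against 2003 and 720 at nucleotide 37. The table lists no nucleotide 43, and if the nucleotides before it are numbered 1 too low, nucleotide 35 lies inside the paper's window. With the window moved 1 nt upstream, it holds 26.5% of the U1C tags and 27.6% of the U1-70K tags. Which numbering is right was not settled. The paper calls nucleotides 23 and 24 of the U1 snRNA specific for U1-70K. With all libraries and nucleotides, edgeR called neither, although DESeq2 called nucleotide 24 but not 23, edgeR without U1C_2 called both, and so did edgeR without nucleotides 54 to 60, a setting chosen after seeing the values that drops neither. The paper calls the U1 snRNA profiles highly reproducible. Pearson's r between U1C libraries was as low as 0.692 (U1C_2 and U1C_3), below the lowest r between libraries of different proteins, 0.784. Spearman's rho of that pair was 0.833, within the range of 0.775 to 0.845 between libraries of different proteins, and the lowest rho between U1C libraries was 0.709 (U1C_1 and U1C_2). The U1-70K pair had an r of 0.922 and a rho of 0.944.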

Other observations

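The tests below on the ends of the U1 snRNA and on PAP were chosen after the values had been seen. Those on the platform were written before their fits were run.

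The PAP pre-mRNA was among the loci outside the U1 and U6 snRNAs with the most distinct crosslink positions. With sites merged within 50 nt, its locus, from 815644 to 816056 on the minus strand of chromosome 3, held 52 positions and ranked 1 of 18620 by positions, although it ranked only 14 by tags, with 63 U1C and 18 U1-70K tags. Ranking by positions was chosen after seeing the data. The locus from 2253676 on chromosome 10, with 51 positions, came next. With sites merged within 20 nt, PAP ranked 2 with 34 positions, and within 200 nt it ranked 3 with 58. Why PAP has this many positions was not tested, and the abundance of its pre-mRNA stays open. For the tags at its 5′ splice site, abundance alone would give an even spread. The excess of U1C tags at −1 to +3 had an exact binomial p of 5.58e-10 after multiplication by the 87039 places searched for PAP. This test cannot decide the question, because the same tags placed the gene and the paper chose the window on them. Abundance, the base preference of UV crosslinking and binding tied to the 5′ splice site all stay open.

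Some counts exceed the number of random barcodes. The reverse transcription primers carry 5 random bases, which allows 1024 barcodes, yet 37 of the counts on single nucleotides of the U1 snRNA in single libraries were higher, up to 4973, and 2 on the SL RNA were. How the filter treated these positions is not given in the sources used here. No biological explanation was tested.

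U1C_2 had 0 tags on U1 snRNA nucleotides 57 to 60, where U1C_1 had 1869. A longer minimum tag length in U1C_2 would remove tags that start close to the 3′ end of every RNA. On the last 6 listed nucleotides of the SL RNA, however, U1C_2 held 0.986% of its tags, the highest share of the 5 libraries, which argues against that. What removed the tags on the U1 snRNA stays open.

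Tags at the 5′ end of the U1 snRNA could come from cDNAs that ran to the end of the RNA. If these were counted at nucleotide 1, they would not raise nucleotides 2 to 9, which held at least 23.6% of the remaining tags in every library against 13.6% for an even spread. For nucleotide 1 itself this stays open. Its share was 13.7%, 6.36% and 20.2% in the U1C libraries, and 9.13% and 11.6% in the U1-70K libraries. On the SL RNA the nucleotide listed as 1 held at most 0.147%, but if the nucleotides before 43 are numbered 1 too low, this is nucleotide 2 and nucleotide 1 is not listed. On the U6 snRNA it held 27.6%, 10.6% and 1.32% in the U1C libraries and 12.4% and 3.74% in the U1-70K libraries.

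The platform was examined within U1C, as U1C_3 against U1C_1 and U1C_2. This split was fitted with edgeR on the U1, SL and U6 RNAs. U1C_3 stands alone on its side, so that side has no spread of its own. The calls of the split therefore cannot be weighed against those between the proteins. No other tool was run on the split. A split of 3 libraries has less power, and U1-70K alone was read on the MiSeq, so platform and protein cannot be told apart.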
